# Vertebrate GAGA factor associated insulator elements demarcate homeotic genes in the *HOX* clusters

**DOI:** 10.1186/1756-8935-6-8

**Published:** 2013-04-22

**Authors:** Surabhi Srivastava, Deepika Puri, Hita Sony Garapati, Jyotsna Dhawan, Rakesh K Mishra

**Keywords:** ChIP-on-chip, Chromatin domain boundary, Enhancer blocking, GAGA factor, Hox, Histone H3

## Abstract

**Background:**

*Hox* genes impart segment identity to body structures along the anterior-posterior axis and are crucial for the proper development of all organisms. Multiple regulatory elements, best defined in *Drosophila melanogaster*, ensure that *Hox* expression patterns follow the spatial and temporal colinearity reflected in their tight genomic organization. However, the precise mechanisms that regulate colinear patterns of *Hox* gene expression remain unclear, especially in higher vertebrates where it is not fully determined how the distinct activation domains of the tightly clustered *Hox* genes are defined independently of each other. Here, we report the identification of a large number of novel *cis*-elements at mammalian *Hox* clusters that can help in regulating their precise expression pattern.

**Results:**

We have identified DNA elements at all four murine *Hox* clusters that show poor association with histone H3 in chromatin immunoprecipitation (ChIP)-chip tiling arrays. The majority of these elements lie in the intergenic regions segregating adjacent *Hox* genes; we demonstrate that they possess efficient enhancer-blocking activity in mammalian cells. Further, we find that these histone-free intergenic regions bear GA repeat motifs and associate with the vertebrate homolog of the GAGA binding boundary factor. This suggests that they can act as GAGA factor-dependent chromatin boundaries that create independent domains, insulating each *Hox* gene from the influence of neighboring regulatory elements.

**Conclusions:**

Our results reveal a large number of potential regulatory elements throughout the murine *Hox* clusters. We further demarcate the precise location of several novel *cis*-elements bearing chromatin boundary activity that appear to segregate successive *Hox* genes. This reflects a pattern reminiscent of the organization of homeotic genes in *Drosophila*, where such regulatory elements have been characterized*.* Our findings thus provide new insights into the regulatory processes and evolutionarily conserved epigenetic mechanisms that control homeotic gene expression.

## Background

*Hox* genes specify segment identity during development: the unique combination of their expression pattern provides correct positional identity along the anterior-posterior (AP) body axis. The distinct organization of the *Hox* genes was first defined in *Drosophila melanogaster*[1] and such features as their structure, function, clustered organization, and spatial colinearity of expression (their order along the chromosome corresponds to their order of expression along the AP embryonic axis) are highly conserved in all metazoans [2]. Specific features of the vertebrate *Hox* complexes, however, are distinct from those seen in invertebrates. Through genome duplication events, vertebrates have at least four *Hox* clusters that are more organized, with all the genes transcribed in the same orientation and arranged more compactly than those in lower organisms [3]. The order of genes within the complexes, though, continues to be colinear, with their domain of expression along the AP axis: this shows remarkable evolutionary constraint to maintain the clustered organization and precise segment-specific expression patterns of the *Hox* genes. Their temporal order of activation, however, shows a difference; in *Drosophila*, the expression pattern of all the *Hox* genes is set simultaneously, while mammals show temporal colinearity by expressing their 3′ *Hox* genes first and then the more 5′ *Hox* genes sequentially from anterior to posterior during development [4,5]. These observations suggest that *Hox* gene regulation is highly dependent on genomic organization. It remains unclear how the colinear pattern of *Hox* gene expression in mammals is governed to provide discrete segment identity during development. In particular, it is not fully determined how the distinct activation domains of successive *Hox* genes are defined to maintain this spatial and temporal colinearity of expression. Mouse transgenes bearing regulatory regions of *Hox* genes faithfully recapitulate their expression domains [6,7], indicating that elements that define the domains of *Hox* gene expression are probably located in close proximity to the genes themselves, interspersed between coding regions within the conserved clusters. This arrangement may also allow enhancer sharing and promoter competition between the vertebrate *Hox* genes, providing an additional layer of regulatory control [8]. However, the complex interplay of *Hox* regulatory elements has not been clearly mapped in organisms other than *Drosophila*, where distinct regulatory domains control gene expression; most importantly, boundary elements flank each regulatory domain and define its limits in the bithorax complex [9]. Chromatin boundaries or insulator elements are implicated in regulating genome-wide chromatin-mediated effects and are crucial for blocking inappropriate gene expression to provide functional autonomy of chromatin domains [10,11]. Homeotic gene regulation is thus highly dependent on genomic organization and is maintained by progressive transcriptional activation from a repressed state governed by the trithorax (trxG) and polycomb (PcG) groups of proteins [12]. Epigenetic mechanisms therefore play a crucial role in facilitating chromatin reorganization in an ordered manner to provide accessibility control at *Hox* clusters [13].

Here, we have explored the chromatin regulatory features across all four murine *Hox* clusters using custom-designed high-resolution chromatin immunoprecipitation (ChIP)-on-chip tiling arrays to reveal the presence of novel histone H3-free regions as potential regulatory elements. We show that most of these histone-depleted regions are associated with the vertebrate GAGA factor. Further, almost all intergenic regions at the *Hox* clusters show the presence of such histone-free regions that bear significant enhancer-blocking activity in human cells. These findings establish an association of the GAGA factor at specific intergenic chromatin structures that act as regulatory elements in mammalian *Hox* clusters. The observation that some of these regions can function as chromatin boundaries indicates a conserved mechanism of *Hox* gene expression regulated by distinct chromatin domains of each gene.

## Results and discussion

### Identification of histone-free regions at murine *Hox* loci

To obtain a complete picture of the epigenetic organization of the four murine *Hox* clusters, we designed a ChIP-on-chip tiling array including all 39 *Hox* genes along with their intergenic as well as upstream and downstream flanking regions. 

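C2C12 cells, a mouse myoblast line, were arrested in G0 by 48 h in suspension. Chromatin from these cells was hybridized to 3 tiling arrays, 1 each for pan histone H3, H3K27me3 and H3K4me3, with ChIP DNA in Cy5 and input DNA in Cy3. H3K27me3 is a mark of polycomb-repressed genes, and H3K4me3 is a mark of promoters. Each array pooled the DNA of 2 parallel experiments, so there were no replicates, and the number of arrays limits the precision of every value. The deposited values are normalized log ratios (NLRs), taken here as the log2 of ChIP over input of the same probe after the authors' dye-bias median normalization within the array. With coordinates on mouse NCBI build 37, the arrays held 877858 probes of 60 bases in 355 tiled regions, spaced 50 bp apart at the median.
The HoxA cluster with 10 kb on each side spans 52095366 to 52220874 of chromosome 6 and held 2183 probes. The HoxB cluster, with the same flanks, spans 96045630 to 96239570 of chromosome 11, with 2780 probes. HoxC spans 102741534 to 102877274 of chromosome 15, with 2374 probes, and HoxD spans 74496367 to 74613200 of chromosome 2, with 1941 probes. An exact 0.000 in the H3K27me3 and H3K4me3 arrays also stands for a probe without a ratio and was left out. Such probes made up 2.63% of these 9278 probes in the H3K27me3 array and 4.96% in the H3K4me3 array. The NLR rose with the GC content of the probe in all 3 arrays. Across all tiled probes, which are not independent replicates, Pearson's r with GC content was 0.68 for pan H3, 0.64 for H3K27me3 and 0.59 for H3K4me3. A GC-corrected NLR was therefore also computed, as the NLR minus the median of probes outside the Hox regions with equal numbers of G and C.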

Synchronized G0 cells from the mouse C2C12 cell line were used to obtain a homogenous assay system for chromatin analysis, minimizing possible effects of cell type or cell cycle distribution and potential variations in the epigenetic state. Chromatin immunoprecipitation (ChIP) experiments with histone H3 antibodies were then performed for hybridization to the custom-designed tiling arrays.

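Intergenic stretches of the 4 Hox clusters had lower NLRs than the coding regions of the Hox genes in each of the 3 arrays. Away from coding regions, transcription start sites (TSSs) and 3′ ends, the median pan H3 NLR was 0.23 over 6319 probes. Over the 1423 probes within Hox coding regions, introns included, it was 0.49. The H3K27me3 median was 0.85 between the genes and 1.21 within them, and the H3K4me3 median was 0.86 and 1.44. Probes just past the 3′ end of a Hox coding region were between these levels for pan H3, with a median of 0.30. The intergenic probes had a mean GC content of 47.5% and the genic probes one of 55.3%, and the GC-corrected pan H3 medians were 0.04 and -0.02.
The 3 arrays rose and fell together along the clusters. Across the probes of the Hox clusters, which are not independent replicates, Pearson's r was 0.66 between pan H3 and H3K27me3 (Spearman's rho 0.66). It was 0.66 between pan H3 and H3K4me3 (rho 0.68) and 0.83 between both marks (rho 0.87). After GC correction these r were 0.48, 0.48 and 0.75. Across all tiled probes they were 0.69, 0.68 and 0.87 before correction, so the correlation is not particular to the Hox clusters.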

Strikingly, ChIP-on-chip analysis revealed a consistent pattern of histone depletion at intergenic intervals across all arrays. The H3 ‘pan’ antibody against the carboxy terminus of histone H3 (an invariant region that escapes post-translational modifications) recognizes all forms of histone H3 and its modifications. We found that the binding of this antibody was depleted at many regions within the *Hox* clusters in a defined pattern, as outlined for 150 kb of each of the *Hox* clusters in Figure 1. These regions are likely to be devoid of histone H3, in contrast with the enriched regions in the pan histone H3 array that mark histone presence (Table 1), and were designated as histone-free regions (HFRs). 

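The lowest pan H3 NLRs lay in short stretches of the clusters and of their flanks. The lowest mean of any HFR, -1.16, was that of HoxD-26, which lies 3′ of Hoxd1 from 74611883 to 74612912 of chromosome 2 (HFRs are numbered here along the chromosome within each cluster). HoxC-17, between Hoxc11 and Hoxc10 from 102789307 to 102789816 of chromosome 15, had a mean of -0.95. HoxD-8, next to the TSS of Hoxd10 from 74528453 to 74528962, had a mean of -0.89. HoxA-18, at the 3′ end of Hoxa10, and HoxA-13, between Hoxa6 and Hoxa7, each had a mean of -0.75. These HFRs were poor in GC, with 31.7% to 37.0%. Their GC-corrected medians were -0.41 in HoxD-26, -0.48 in HoxC-17, -0.04 in HoxD-8, -0.34 in HoxA-18 and -0.11 in HoxA-13. HoxC-18, between Hoxc11 and Hoxc10, had the lowest GC-corrected median of any HFR, -0.73. The longest HFR was HoxA-11, which covers 3570 bp between Hoxa4 and Hoxa5 from 52147509 to 52151078 of chromosome 6. The longest HFR of HoxD, HoxD-4, covers 2580 bp at Hoxd13 from 74507433 to 74510012. That of HoxC, HoxC-23, covers 2730 bp at Hoxc10 from 102798957 to 102801686. That of HoxB, HoxB-9, covers 1320 bp between Hoxb4 and Hoxb3 from 96184156 to 96185475 of chromosome 11.
Over all HFRs the median pan H3 NLR was -0.28 inside (quartiles -0.67 and 0.22, 2275 probes) and 0.43 outside (quartiles 0.05 and 0.83, 7003 probes). The values inside are low by selection, since the pan H3 array defines the HFRs. The probes inside had a mean GC content of 42.6% and those outside one of 51.3%, and the difference in pan H3 NLR fell from -0.71 to -0.17 after GC correction. From the low binding of the pan H3 antibody, in contrast with the enriched regions around, the paper proposes that these regions are devoid of histone H3.

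**Figure D1:**
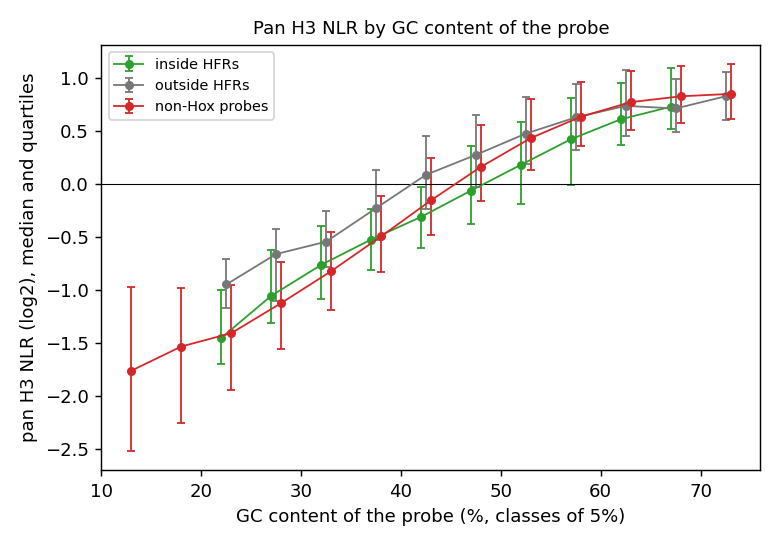
Median pan H3 NLR (log2, y axis; bars give the quartiles) of probes in classes of 5% GC content (x axis), for probes inside HFRs, for other probes of the Hox clusters and for probes outside the Hox regions. The medians rise with GC content in all 3 sets, and those inside HFRs lie below those of other probes of the Hox clusters in nearly every class.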

Further, the HFRs showed consistent lack of enrichment with two additional modified histone antibodies specific for H3K4me3 and H3K27me3 (Additional file 1: Figure S1A). 

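Both marks were lower inside HFRs than in the rest of the Hox clusters. The median H3K27me3 NLR was -0.12 inside HFRs and 1.17 outside, and the median H3K4me3 NLR was -0.14 inside and 1.26 outside. Among 10000 random placements of the same blocks in the same clusters, the lowest median was 0.63 for H3K27me3 and 0.68 for H3K4me3. The placements were not matched for GC content, which was 47.4% to 51.0% in them and lower in the HFRs. After GC correction the difference was -0.20 for H3K27me3 and -0.10 for H3K4me3, and relative to probes of the same chromosome as well it was -0.12 and -0.00025. Within HoxB the GC-corrected NLR was higher inside HFRs, by 0.19 for H3K27me3 and 0.04 for H3K4me3, and within HoxD by 0.10 and 0.03. In HoxA the differences were -0.08 and -0.04, and in HoxC -0.11 and -0.17. The pooled H3K27me3 difference of -0.20 is thus larger than that within any cluster. HoxB, the richest in this mark, held only 205 of the 2275 probes inside HFRs, so the pooled value also reflects differences between clusters.
Some HFRs had high mean NLRs in the mark arrays, before GC correction. HoxC-3, 5′ of Hoxc13 from 102746807 to 102748466, had the highest mean H3K27me3 NLR of 1.11. It was followed by HoxA-27, 5′ of Hoxa13, with 0.91, and HoxB-9, between Hoxb4 and Hoxb3, with 0.83. HoxA-19, in the coding region of Hoxa10, had 0.80 and HoxC-36, between Hoxc5 and Hoxc4, had 0.79. HoxA-19 also had the highest mean H3K4me3 NLR, 2.41. HoxC-22, at Hoxc10, had a mean H3K4me3 NLR of 1.70 and HoxC-25, at Hoxc9, one of 1.67. HoxC-16, at Hoxc11, had 1.33. HoxA-19, HoxC-36, HoxC-22, HoxC-25 and HoxC-16 were rich in GC, with 52.7% to 55.5% against 42.6% over all HFR probes. All tiled probes with a GC content near 55% had medians of 1.48 for H3K27me3 and 1.76 for H3K4me3. HoxA-19 and HoxC-3 had median pan H3 NLRs above 0, of 0.34 and 0.16.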

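HoxB carried the most H3K27me3 of the 4 clusters, with a median NLR of 1.28 (quartiles 0.22 and 2.16). HoxD followed with 0.93, HoxA with 0.76 and HoxC with 0.54 (quartiles -0.88 and 1.68). Windows of 1 kb with a median H3K27me3 NLR above 1 made up 66.3% of HoxB, 43.0% of HoxD, 38.4% of HoxA and 23.5% of HoxC. H3K4me3 ordered the clusters in another way, with medians of 1.17 in HoxB, 1.14 in HoxA, 0.90 in HoxC and 0.73 in HoxD. Probe by probe, H3K4me3 exceeded H3K27me3 by a median of 0.35 in HoxA and 0.32 in HoxC. In HoxB this difference was -0.08 and in HoxD it was -0.21. Probes elsewhere on chromosome 15, which carries HoxC, were low in both marks. Relative to probes of equal GC on the same chromosome, the H3K27me3 median was 0.42 in HoxB, 0.31 in HoxD, 0.13 in HoxC and -0.05 in HoxA. The H3K4me3 median was then highest in HoxC with 0.35, followed by 0.07 in HoxB and in HoxA and -0.19 in HoxD.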

The four clusters displayed distinctly different patterns of peak enrichment with these two histone modification marks (Figure S1B) [14]. Antibody binding across the arrays was, however, used to identify the ‘unenriched regions’, marked by probes that showed consistently negative or poor enrichment values. Over 66% of the HFRs in the pan H3 array were found to be unenriched in all the three arrays (Additional file 1: Table S1). Thus, successive peaks of antibody enrichment were separated from each other by ‘troughs’ or ‘gaps’ that were not enriched for any of the antibodies. 

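Of the 110 HFRs called from the pan H3 array, 52 were also unenriched for both H3K27me3 and H3K4me3, with over 50% of their probes below an NLR of 0. This is 47.3% (95% Wilson confidence interval 38.2% to 56.5%, for counting error only). In HoxA 14 of 28 HFRs were unenriched in all 3 arrays, among them the HFRs at the 3′ ends of Hoxa2 and Hoxa10. In HoxB this held for 5 of 16, in HoxC for 19 of 40 and in HoxD for 14 of 26. A further 11 HFRs were unenriched for H3K27me3 only and 11 for H3K4me3 only, which leaves 36 that this rule called unenriched in neither. Random placements of the same blocks, which were richer in GC, gave a median share of 10.9% and a highest share of 23.6%. With at least 75% of probes below 0 in place of over 50%, the share was 5.45%, and with HFRs called from groups with at least 4 low probes it was 73.7%.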

Most of the HFRs could be clearly visualized directly from the probe binding data by the presence of these large gaps in antibody enrichment (boxed regions in Figure 1 and Additional file 1: Figure S1A) suggesting an unequal histone organization throughout the Hox clusters, with the troughs of low histone H3 enrichment indicating regions of low occupancy.

**Figure 1:**
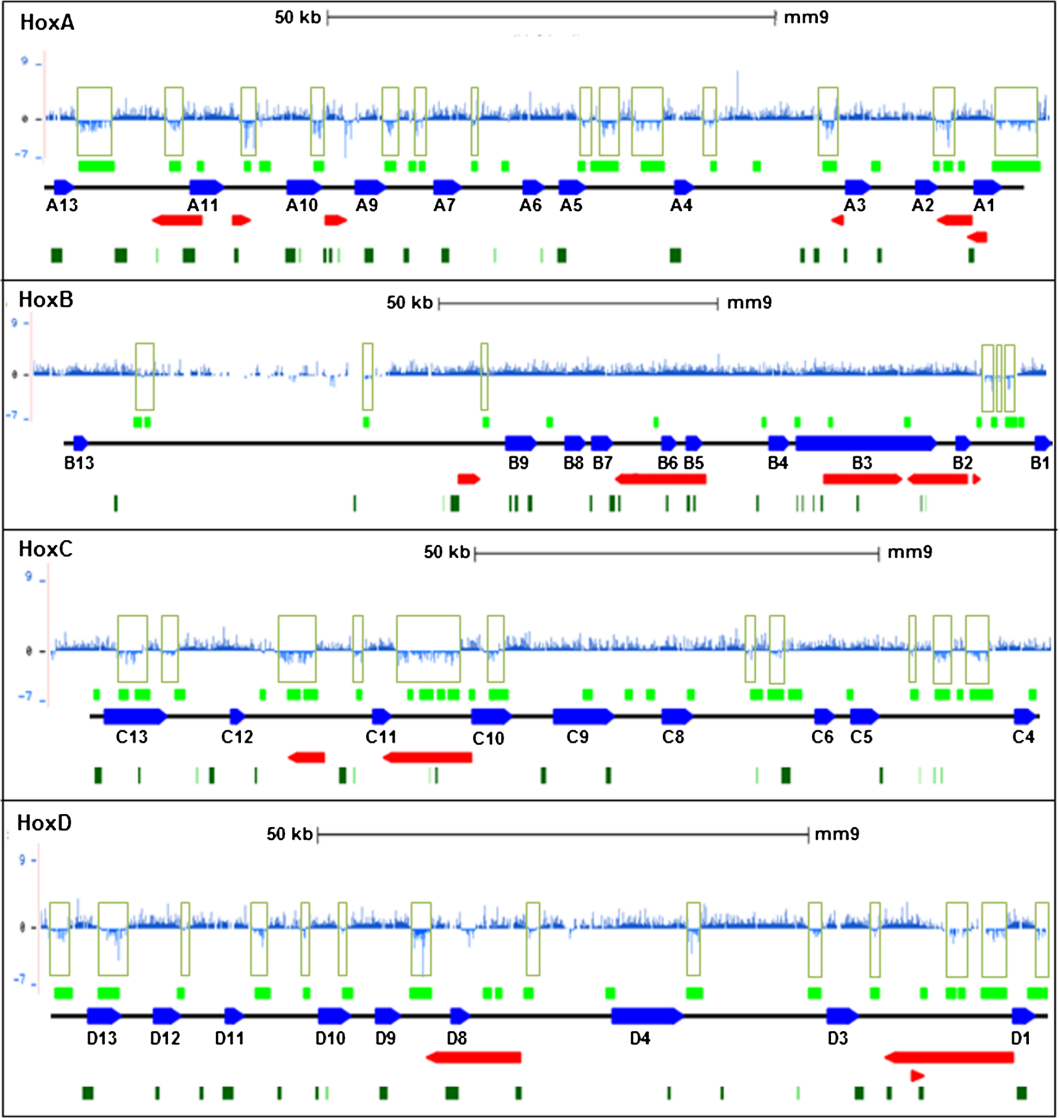
**ChIP-on-chip array reveals histone-free regions in the murine *Hox *clusters.** Screenshots from the histone H3 array data visualized using the UCSC genome browser [43] showing normalized log ratios (NLRs) of probes (*y* axis) at the *Hox* clusters. Large stretches of unenriched probes showing negative NLR values are highlighted by boxed regions. The genomic scale bar is indicated at the top. A map of all the HFRs (green boxes) within each cluster identified by bioinformatics analysis is presented at the bottom in the context of the genic regions (blue boxes with transcriptional orientation indicated; the large intronic regions of *Hoxa3* and *Hoxd3* genes have been omitted for clarity). Red boxes correspond to locations of noncoding transcripts (multiple transcripts mapping to same location are clubbed for clarity) and dark green boxes correspond to CpG islands.

**Table 1:** **Potential regulatory elements mapped as HFRs at the murine *Hox *clusters**

**HFR number**	**Name**	**Size**	**Context**	**HFR number**	**Name**	**Size**	**Context**
***HoxA***				***HoxC*continued**			
1	A_DOWN-1.1	5210	3′ end	8	C_12-11.1	510	Intergenic
2	A_1-2.1	510	NCT	9	C_12-11.2	1460	3′ end
3	A_1-2.2	860	NCT	10	C_12-11.3	1610	NCT
4	A_1-2.3	510	3′ end	11	C_12-11.4	510	Intergenic
5	A_2-3.1	810	Intergenic	12	C_11-10.1	510	NCT
6	A_3-4.1	1410	3′ end	13	C_11-10.2	1510	NCT
7	A_3-4.2	660	Intergenic	14	C_11-10.3	760	NCT
8	A_3-4.3	510	Intergenic	15	C_11-10.4	1260	NCT
9	A_4-5.1	2460	Intergenic	16	C_11-10.5	560	TSS
10	A_4-5.2	2920	Intergenic	17	C_10.1	2230	Genic
11	A_5.1	650	Genic	18	C_9.1	1010	Genic
12	A_6-7.1	610	Intergenic	19	C_9-8.1	760	Intergenic
13	A_6-7.2	510	Intergenic	20	C_9-8.2	850	Intergenic
14	A_7-9.1	510	Intergenic	21	C_8-6.1	710	3′ end
15	A_7-9.2	680	Intergenic	22	C_8-6.2	1370	Intergenic
16	A_7-9.3	1080	Intergenic	23	C_8-6.3	1810	Intergenic
17	A_9-10.1	960	3′ end	24	C_8-6.4	1510	Intergenic
18	A_10-11.1	1060	Intergenic	25	C_6-5.1	600	TSS
19	A_10-11.2	560	NCT	26	C_5-4.1	810	Intergenic
20	A_11.1	560	Genic	27	C_5-4.2	1660	Intergenic
21	A_11-13.1	1110	NCT	28	C_5-4.3	560	Intergenic
22	A_11-13.2	3810	Intergenic	29	C_5-4.4	2660	Intergenic
23	A.UP.1	510	Intergenic	30	C_4-DOWN.1	710	3′ end
24	A.UP.2	660	Intergenic	31	C_DOWN.1	660	Intergenic
25	A.UP.3	560	Intergenic	32	C_DOWN.2	1580	Intergenic
***HoxB***				***HoxD***			
1	B_13-9.1	1160	Intergenic	1	D_UP.13	860	Intergenic
2	B_13-9.2	760	Intergenic	2	D_UP.14	1660	Intergenic
3	B_13-9.3	720	Intergenic	3	D_13.1	2030	Genic
4	B_13-9.4	810	Intergenic	4	D_12-11.1	560	3′ end
5	B_9-8.1	800	Intergenic	5	D_11-10.1	1410	Intergenic
6	B_7-6.1	510	NCT	6	D_11-10.2	510	Intergenic
7	B_5-4.1	510	TSS	7	D_10-9.1	910	3′ end
8	B_4-3.1	710	TSS	8	D_9-8.1	2080	3′ end
9	B_3.1	510	Genic	9	D_8-4.1	710	NCT
10	B_3.2	820	Genic	10	D_8-4.2	510	NCT
11	B_2-1.1	560	3′ end	11	D_8-4.3	810	TSS
12	B_2-1.2	760	Intergenic	12	D_8-4.4	760	TSS
13	B_2-1.3	1880	Intergenic	13	D_4-3.1	1510	Intergenic
14	B_2-1.4	690	Intergenic	14	D_4-3.2	1160	TSS
***HoxC***				15	D_3-1.1	760	Intergenic
1	C_UP.26	1020	Intergenic	16	D_3-1.2	510	3′ end
2	C_UP.27	2260	Intergenic	17	D_3-1.3	840	NCT
3	C_UP.28	510	Intergenic	18	D_3-1.4	590	NCT
4	C_UP.29	530	TSS	19	D_3-1.5	2470	NCT
5	C_13.1	1010	Genic	20	D_1-DOWN.1	1360	3′ end
6	C_13.2	1710	Genic	21	D_DOWN.1	3680	Intergenic
7	C_13-12.1	1110	Intergenic	22	D_DOWN.2	1080	Intergenic

93 HFRs at the *Hox* clusters showing low histone occupancy, as identified from the histone H3 ChIP-on-chip array, are listed along with their contextual location. Nomenclature of the HFR indicates the flanking *Hox* genes. TSS = HFRs within 1 kb of TSS; 3′end = HFRs at 3′ end of genes; NCT = HFRs within noncoding transcribed regions; Genic = HFRs within *Hox* genes. Regions located outside the clusters (within 10 kb upstream and downstream) have been associated with the closest *Hox* gene.

Nucleosome organization governs the accessibility of chromatin to regulatory complexes, increasing the binding of nonhistone proteins to target sites. Genome-wide chromatin studies have established the presence of regions with altered nucleosome occupancy, which often coincide with known regulatory elements, such as gene promoters, enhancers and transcription start and termination sites [15]. The distribution of core histone H3 has been used previously as a readout of nucleosome distribution in yeast [16] and other organisms, including mouse and human [17,18]. To identify all genomic regions associated with poor histone H3 presence in the context of their location within our arrays, we used a bioinformatics approach, considering the individual histone enrichment at neighboring probes at high resolution to delineate the extent of all possible HFRs at the four clusters (see Methods). Using custom scripts, we could identify many more regions from our ChIP-on-chip array that showed poor enrichment and were likely to be part of HFRs at these clusters. 

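The rule for HFRs as applied here called 110 within the 4 Hox clusters and 10 kb on each side, covering 128 kb and 24.5% of the probes. Groups of 5 probes with at least 3 below 0 were joined until 2 high groups or a distance over 200 bp from probe start to probe start, and a block needed at least 2 low groups. This smallest block was set here, and with 1 low group 228 HFRs were called and with 3 low groups 66. The HFRs were 480 to 3570 bp long, with a mean of 1167 bp. Of the HFRs in Table 1, 70 could be placed by size and order, and 68 of these overlapped an HFR called here. The placement used another rule, picked from a search for the best match to the sizes of Table 1, so this overlap is no independent check. The exceptions were A_3-4.2, between Hoxa3 and Hoxa4 from 52132309 to 52132968 of chromosome 6, and D_3-1.3, between Hoxd3 and Hoxd1 from 74594223 to 74595062 of chromosome 2. Of the HFRs called here, 69 overlapped a placed HFR of Table 1, 9 were absent from it and 32 could not be decided. Those absent were HoxA-19 in Hoxa10, HoxB-1 past Hoxb13, HoxB-16 past Hoxb1, HoxC-9, HoxC-11 and HoxC-14 between Hoxc13 and Hoxc11, HoxC-16 at Hoxc11, HoxD-7 between Hoxd11 and Hoxd10, and HoxD-11 at Hoxd8.
The NLRs were shuffled 100 times among all probes of the tiled region of a cluster, which reaches beyond the 10 kb flanks. Within the clusters and these flanks the rule then called a median of 132 blocks (113 to 146). The shuffles thus brought in values from sequence that was not counted. Values drawn from probes of equal GC outside the Hox regions gave 115 blocks (103 to 137), which covered 59.8% of the HFR probes, against 36.0% after shuffling. The clusters differed, with 28 HFRs called in HoxA, 16 in HoxB, 40 in HoxC and 26 in HoxD. In the same order the draws gave medians of 27, 29, 32 and 28, and the shuffles 40, 12, 43 and 36. In HoxB the draws ranged from 20 to 39, all above the 16 called.

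**Figure D2:**
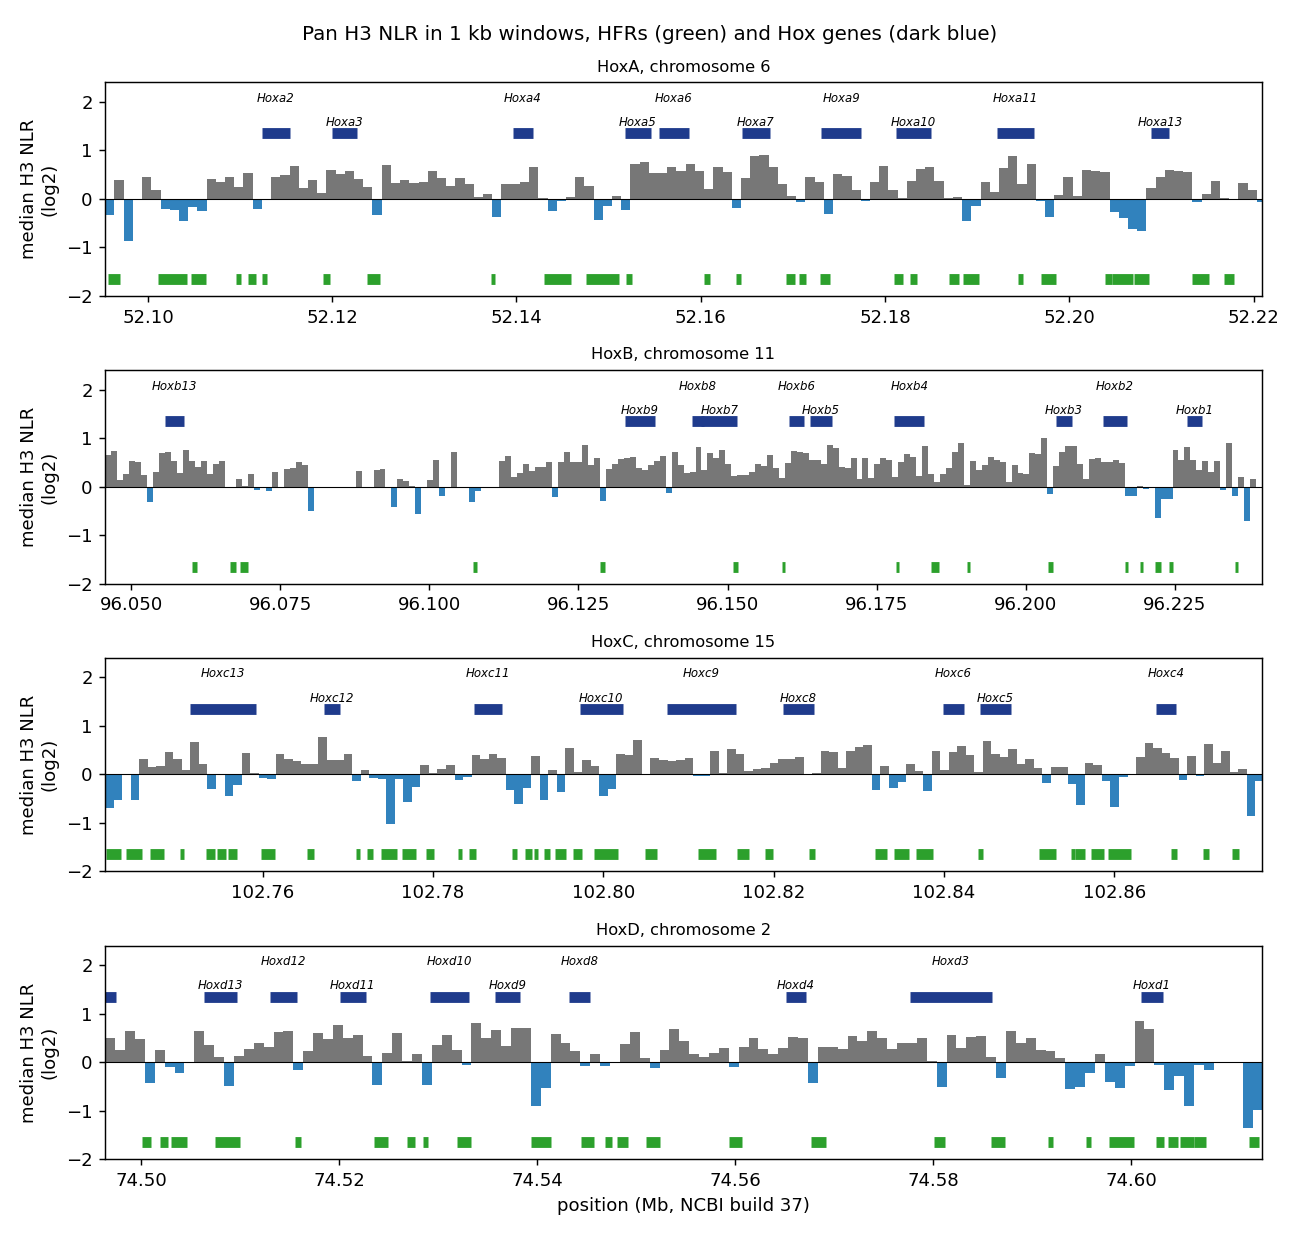
Median pan H3 NLR (log2, y axis) in windows of 1 kb along the 4 Hox clusters (x axis, position in Mb), in blue where it is below 0, with HFRs as green bars and Hox genes reported here as dark blue bars. HFRs are spread over HoxA, HoxC and HoxD, and the 16 HFRs of HoxB are short.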

The location of all the HFRs thus identified is indicated in Table 1 and in the HFR maps provided below each cluster in the context of genic regions in Figure 1 and Additional file 1: Figure S1A (green boxes). The HFRs were most frequent across the *HoxA*, *HoxC*, and *HoxD* clusters while the *HoxB* cluster showed the lowest occurrence of such regions. 

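HoxC had 40 HFRs, 29.5 per 100 kb, the most of the 4 clusters. HoxA had 28 and HoxD had 26, each 22.3 per 100 kb. HoxB had 16, or 8.25 per 100 kb. The share of probes inside HFRs was 36.2% in HoxC, 29.5% in HoxA, 29.1% in HoxD and 7.37% in HoxB. HoxB also had the highest median pan H3 NLR, 0.43, against 0.30 in HoxA, 0.26 in HoxD and 0.17 in HoxC. The GC content of the 4 clusters was nearly equal, from 48.6% in HoxD to 49.6% in HoxB. HoxB had the fewest HFRs per 100 kb under 22 of 23 other settings. Chromosome 15 outside HoxC had a GC-corrected pan H3 NLR of -0.14, and the HFRs were also called relative to probes of equal GC on the same chromosome. HoxC then had 28.7 HFRs per 100 kb, fewer than HoxA with 32.7 and HoxD with 32.5, and HoxB had 21.7. With the GC correction alone HoxC stayed highest with 36.8, against 33.4 in HoxD, 32.7 in HoxA and 20.6 in HoxB.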

The *HoxB* cluster is different from the other *Hox* clusters in that the *Hoxb13* gene is separated from the rest of the cluster by ~70 kb of DNA, in contrast with the other homeotic genes, which are closely spaced in all four clusters. Although the *HoxB* cluster maintains colinear expression of all its genes along the A-P body axis, the distant location of *Hoxb13* is believed to contribute to its loss of expression along the secondary body axes, presumably owing to the absence of *cis*-regulatory features in the large intervening region, which also contains highly repetitive DNA sequences [19]. This unique feature of the *HoxB* cluster could explain the absence of HFRs in this part of the complex. 

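The interval from the end of Hoxb13 to the start of Hoxb9, from 96058761 to 96132771 of chromosome 11, held 5 HFRs, HoxB-1 to HoxB-5. HoxB-1 lies next to Hoxb13 from 96060256 to 96061015. HoxB-2, from 96066606 to 96067515, overlaps the noncoding RNA gene Gm11538, and HoxB-3 follows from 96068306 to 96069565. HoxB-4 lies from 96107306 to 96108015 and HoxB-5 lies near Hoxb9 from 96128606 to 96129415, with the lowest mean pan H3 NLR of the 5, -0.39. These are 6.76 HFRs per 100 kb, against 10.3 from Hoxb9 to the 3′ flank. The median pan H3 NLR was 0.33 in the interval and 0.46 beyond it. Probes covered 53.8% of the interval and 83.1% of the rest.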

The reason behind the low frequency of HFRs in the cluster as a whole is not clear, although it may suggest a relatively low regulatory complexity for this cluster.

Interestingly, we observed that many of the HFRs were positioned intergenically. Altogether, 93 HFRs were identified by bioinformatics analysis at the Hox clusters (including the 10 kb flanking upstream and downstream regions) of which only 9 were genic (Table 1). 

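Of the 110 HFRs, 13 overlapped the coding region of a Hox gene, introns included. In HoxC these were 3 HFRs in Hoxc13, 2 in Hoxc10 and 1 each in Hoxc11, Hoxc9 and Hoxc5. In HoxD they were HoxD-4 at Hoxd13, HoxD-9 at Hoxd10 and HoxD-11 at Hoxd8. In HoxA they were HoxA-19 at Hoxa10 and HoxA-22 at Hoxa11, and HoxB had none. Coding regions held 15.3% of the probes of the clusters, and 13.6% of these lay inside HFRs. By the midpoint of the HFR alone, 7 were genic.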

Of the intergenic HFRs, 9 were within 1 kb around a gene start and could be considered to overlap with putative promoter regions while 11 were located at the 3′ end of *Hox* coding regions. A large number of the intergenic HFRs (64 HFRs) were located at intermediate positions between successive *Hox* genes or downstream to them. 

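Of the HFRs called here, 78 lay away from coding regions, TSSs and 3′ ends, which is 70.9% of all HFRs. Of single probes 68.1% lay there, but an HFR was counted there only if no part of it touched the other contexts. The 2 shares are therefore not comparable. They numbered 29 in HoxC, 19 in HoxD, 18 in HoxA and 12 in HoxB. Within 1 kb of a TSS there were 7, next to Hoxa11, Hoxb6, Hoxb4, Hoxb3, Hoxc13, Hoxd10 and Hoxd1. Only 1 TSS per gene, that of 1 transcript, was used, so HFRs near other starts of a gene could count as intermediate. HoxB-9, HoxD-14, HoxD-15 and HoxD-17 were intermediate here, while the HFRs of Table 1 placed over them are listed there as TSS. Within 1 kb of the 3′ end of a coding region there were 12, of which 7 were in HoxA, among them those at Hoxa2, Hoxa3, Hoxa5, Hoxa9, Hoxa10 and Hoxa13. The others were at Hoxb7, Hoxc8, Hoxc4, Hoxd3 and Hoxd1. Of the intermediate probes 28.8% lay inside HFRs, against 27.2% of those at 3′ ends, 9.46% of those around TSSs and 24.5% of all probes. With 500 bp around the TSS there were 2 HFRs at TSSs, and with 2 kb there were 24.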

Apart from the *Hox* coding regions, we also checked the positions of intergenic noncoding transcripts as well as all CpG islands known at the *Hox* clusters. While 16 of the intergenic HFRs were found within noncoding transcribed regions, the remainder showed no overlap with any of these known intergenic features (Figure 1), suggesting that many of these HFRs probably represent sites for other chromatin regulatory activities. 

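Noncoding genes of the annotation (GENCODE) overlapped 42 of the HFRs called here, and 27 of these HFRs were at intermediate positions. In HoxA, 2700086A05Rik, a long noncoding RNA gene from 52125216 to 52165075, overlapped HFRs from HoxA-8 to HoxA-14. In HoxC, Gm20398, from 102797874 to 102846107, overlapped HFRs from HoxC-23 to HoxC-32. In HoxD, 1700109F18Rik, from 74541305 to 74554187, overlapped HFRs from HoxD-10 to HoxD-14, and 6720416L17Rik, from 74586479 to 74600953, those from HoxD-18 to HoxD-21. In HoxB, only Gm11538, 0610040B09Rik and the microRNA gene Mir10a overlapped an HFR. The positions of noncoding transcripts in the paper came from another database, and CpG islands were not examined.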

In *Drosophila*, it has been shown that the binding of promoter-proximal stalling factors at inactive *Hox* genes helps organize insulator loop domains [20]. The finding of histone-depleted regions around mammalian *Hox* genes, therefore, suggests a potential for the binding of regulatory proteins at these sites to bring about such chromatin reorganization activities.

### Histone-free regions at the *Hox* clusters function as enhancer blockers

Histone depletion is a feature of genomic sites involved in regulatory activities as it allows for binding of nonhistone target proteins. Given the distinct spatiotemporal activation of mammalian *Hox* genes during development, we hypothesized that the intergenic HFRs identified in our array represent sites for regulatory elements that could help define functional domains and, thereby, the precise expression patterns of these genes. *Hox* genes are organized in a cluster, yet they are uniquely regulated in a spatially and temporally restricted manner such that each gene can contribute to a unique segment identity. This necessitates the presence of functionally independent domains for each gene within the cluster defined by chromatin domain boundaries that can ensure unique expression patterns in each segment. In vertebrates, such elements have not yet been clearly defined at the *Hox* clusters.

To determine whether any of the newly identified HFRs marked potential boundary elements at the murine *Hox* clusters, we decided to test their enhancer-blocking ability. We selected candidate HFRs that were located in intergenic regions and showed no overlap with any of the known regulatory features at the clusters as described. 

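The fragments cloned for the enhancer-blocking assay were placed on the genome by their primers. The 24 intergenic fragments had a median pan H3 NLR of -0.08, and single fragments ranged from -0.41 to 0.57. The median was below 0 in 14 of them. The lowest were A2-3, between Hoxa2 and Hoxa3, with -0.41, A3-5, between Hoxa4 and Hoxa5, with -0.39, and D4-3, between Hoxd4 and Hoxd3, also with -0.39. The highest were A13-UP, upstream of Hoxa13, with 0.57 and B2-1, between Hoxb2 and Hoxb1, with 0.46. Of the 24, 18 overlapped an HFR called here. At A9-10 this was HoxA-18, at A6-7 HoxA-14 and at C9-8R1 HoxC-26. At D11-10 it was HoxD-6 and at Evx2-D13 HoxD-1. The fragments were 350 to 2260 bp long and had a median GC content of 44.1%.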

The average size of the test elements was about 1 kb; all of the test elements showed negligible enrichment with the histone H3 antibody. The HFRs from all four clusters were tested for enhancer-blocking activity in a human cell line using the number of neomycin resistant colonies formed as a readout of enhancer activity. A boundary element cloned between the locus control region (LCR) enhancer and the *γ-neo* gene providing antibiotic resistance blocks promoter activation (Figure 2 inset), thereby rendering the cells sensitive to G418 and decreasing the number of colonies obtained in this assay. Earlier reports have established that the presence of lambda insert between LCR and *γ-neo* does not have any effect on the expression of the neomycin resistance gene, ruling out any distance effect [21]. We used the vector alone as a negative control to indicate 100% survival of colonies in the absence of any blocking of the *γ-neo* gene and the well-known chicken β-globin boundary [21] as a positive control against which to compare the number of colonies obtained with the test regions from the *Hox* clusters. We tested 24 intergenic HFRs and, as a control for specificity, we also included 6 regions (from within *Hox* gene bodies) that showed high enrichment with the core histone H3 antibody.

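The 6 genic fragments had a median pan H3 NLR of 0.43, higher than that of the intergenic fragments by 0.51. A7, in Hoxa7, had 0.88, A5, in Hoxa5, had 0.81, D12, in Hoxd12, had 0.57 and B1, at the 3′ end of Hoxb1, had 0.30. In all, 2 of the 6 were below 0, among them D1 with -0.54. As placed by its primers, D1 lies past the annotated 3′ end of Hoxd1 and is 1000 bp long, against a stated 1200 bp. D1 overlapped HoxD-22 and HoxD-23. The genic fragments had a median GC content of 53.3%, and after GC correction the genic median was -0.06 and the intergenic median -0.03.

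**Figure D3:**
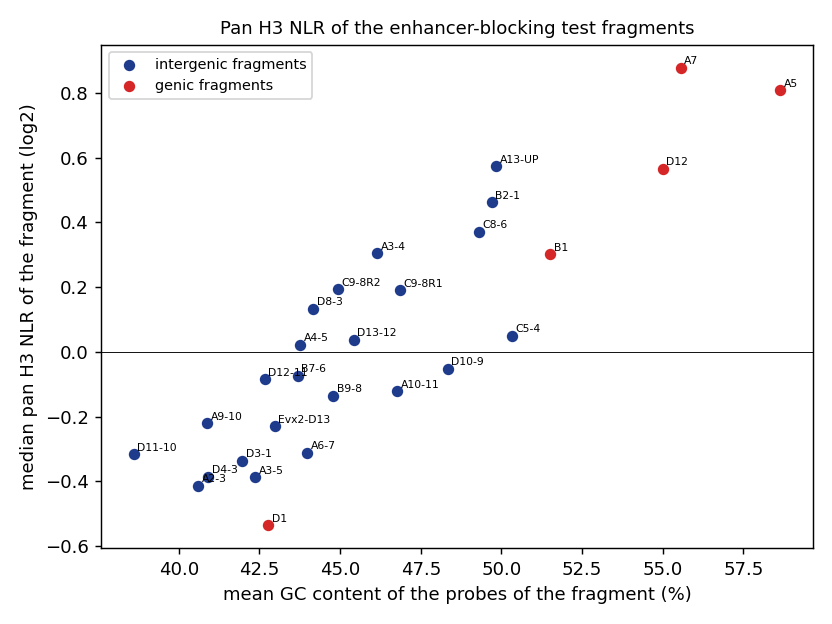
Median pan H3 NLR (log2, y axis) of each fragment against the mean GC content of its probes (x axis), for intergenic fragments (blue) and genic fragments (red) reported here. A5, A7, B1 and D12 lie at high GC content and high NLR, and D1 lies below all intergenic fragments drawn, at a GC content within their range.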

**Figure 2:**
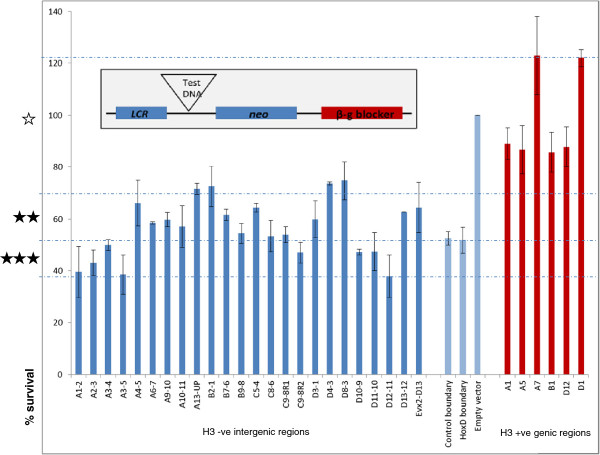
**Intergenic HFRs function as enhancer blockers.** The human erythroleukemic cell line K562 was stably transfected with different constructs carrying test fragments from the Hox clusters, including intergenic H3-free target regions (dark blue bars) and H3-enriched genic controls (red bars). The inset shows the map of the vector used for the boundary assay. Empty vector negative control and two known boundary constructs (positive controls) carrying the chicken β-globin boundary (control boundary) and the previously characterized *Hoxd13*-*Evx2* intergenic boundary (*HoxD* boundary) are indicated with light blue bars. The ratio of survival of average number of colonies with each construct normalized to the empty vector is shown (%) on the *y* axis. Dotted lines indicate levels of boundary activity observed based on the positive and negative controls, with the unfilled star marking the region of negligible activity comparable to negative control and filled stars indicating regions encompassing increasingly efficient enhancer-blocking activity comparable to the positive controls. Results shown are the mean ± standard error from two independent biological replicate experiments, each performed in triplicate.

Strikingly, we observed that there was a significant decrease (*P* < 0.0001) in the number of G-418 resistant colonies when cells were transfected with the target HFRs (Figure 2). The control chicken β-globin boundary element showed 53% survival of colonies in the assay. A fragment from the *Hoxd13-Evx2* intergenic region that we had previously characterized as a potential boundary element [22] was also as efficient in enhancer blocking as the chicken β-globin element in our assay (52% survival). Over this background, we found that eight of the HFRs tested showed substantially fewer colonies (only 38% to 50% survival) than those obtained with both control boundaries in the same assay, indicating extremely efficient enhancer-blocking activity associated with these intergenic regions and suggesting their potential to act as strong boundary elements. Further, 12 more of the tested HFRs also displayed enhancer-blocking activity comparable to the control boundaries (50% to 65% survival). Only 4 regions out of the 24 intergenic fragments tested showed survival >65% (but still <75%). Thus, 20/24 intergenic HFRs tested behaved as efficient enhancer blockers in this assay, suggesting that these histone-free regions could act as boundary elements and demonstrating a correlation between the presence of HFRs and their role in demarcating *Hox* gene domains. In contrast, in the case of the six H3-enriched fragments derived from the *Hox* genic regions, consistently high survival of colonies could be observed (85% to 123% survival; red bars in Figure 2), similar to or greater than that seen with the vector control, indicating an absence of enhancer-blocking potential. Taken together, these results clearly show that the intergenic HFRs from the murine *Hox* clusters selectively block the LCR enhancer from acting on *γ-neo* reporter gene, indicating that these sequences can function as boundary elements.

The disruption of histones exposes *cis*-regulatory elements and their binding motifs in contrast with the surrounding packed DNA. Boundary elements can thus be expected to be associated with a modified chromatin state and indeed, the scs and scs′ elements at the Hsp70 locus in *Drosophila* were originally characterized by their specialized chromatin structure [23]. Reduced nucleosome occupancy corresponding to histone replacement has since been reported at functional boundaries within the *Drosophila* bithorax complex and the fact that these are correlated with PcG and trxG protein binding suggests an increased accessibility of the PREs (polycomb response elements) and boundary elements [24]. In this context, our results suggest that mammalian *Hox* clusters also bear such regulatory elements and this study provides a large-scale identification of such potential elements marked by their modified histone occupancy pattern. Not all the elements tested displayed strong boundary potential and it is possible that the enhancer blocking observed in some cases may be the manifestation of some other activity in their native context, as there are many ways that enhancer-promoter interactions can be disrupted [10,25]. Based on the genomic context and the fact that some of the HFRs bear strong enhancer-blocking activity, we suggest the presence of chromatin domain boundaries at the intergenic locations identified here. This finding indicates a conserved mechanism to control the initiation and maintenance of collinear *Hox* gene expression in mammals.

### Intergenic HFRs at the *Hox* clusters are associated with the vertebrate GAGA binding factor

The observation that a large number of the HFRs act as enhancer blockers in the *in vitro* colony formation assay suggests their possible association with key regulatory factors at the murine *Hox* loci. We therefore subjected all the identified HFRs to sequence analysis and found multiple sites for the GAGA binding factor (GAF in *Drosophila*) at the histone-free regions, with the GAGAG motif appearing as the most frequent significant hit with a motif *P* < 0.0005 (Figure 3 inset). In all, 44 intergenic HFR sequences were found to contain putative GAF binding sites, many with multiple instances or repetitions of the GAGAG motif (Figure 3A). 

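Of the 113 motifs of Table S2, 94 were inside an HFR called here and 111 within 200 bp of one. The paper searched for them in its own HFRs, called from the same array, so this overlap follows from how they were found. HFRs with such a motif numbered 41, with 16 in HoxC, 14 in HoxA and 11 in HoxD. The most motifs in 1 HFR, 13, were in HoxA-25, between Hoxa11 and Hoxa13 from 52204689 to 52206868. HoxA-16, between Hoxa7 and Hoxa9, HoxC-39, 3′ of Hoxc4, and HoxD-21, next to Hoxd1, had 6 each. The 62 probes that overlap a listed motif had a median pan H3 NLR of 0.22, an H3K27me3 NLR of 1.32 and an H3K4me3 NLR of 1.60. Other probes inside HFRs had medians of -0.28, -0.15 and -0.18 in the same order. The mean GC content was 46.3% over the motifs and 42.5% over the other HFR probes, and the GC-corrected pan H3 medians were 0.21 and -0.11.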

A total of 113 GAF motifs could be identified throughout the HFRs at the *HoxA*, *HoxC*, and *HoxD* clusters, including 10 kb upstream and downstream flanking regions (Additional file 1: Table S2). 

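Searched for GAGAG on both strands of the reference genome, 98 of the 110 HFRs held at least 1 match, fewer than the median of 105 in random placements. These were 26 of 28 HFRs in HoxA, 36 of 40 in HoxC, 25 of 26 in HoxD and 11 of 16 in HoxB. GAGAG was less dense in the HFRs of HoxB, with 3.49 matches per kb, than in those of HoxA with 6.12, HoxC with 5.52 and HoxD with 4.69. Outside HFRs, HoxB had 8.11 matches per kb, HoxC 10.4, HoxA 6.68 and HoxD 6.26. Random placements within a cluster gave medians of 7.33 matches per kb in HoxB, 8.45 in HoxC, 6.17 in HoxA and 5.68 in HoxD. The HFRs lay at percentile 0.555 of the placements in HoxB, 0.62 in HoxC, 19.0 in HoxD and 48.6 in HoxA. The placements were not matched for GC content and could span gaps over 200 bp without probes, at which an HFR ends. The densities outside HFRs also count sequence without probes. These counts and percentiles therefore cannot decide whether HFRs hold fewer matches than other sequence. A match to GAGAG is short and was not scored against a background model, unlike the motifs of Table S2.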

Interestingly, the *HoxB* cluster showed a lack of association of its few HFRs with the predicted GAF motif. This suggests the existence of other non-GAF-dependent mechanisms, especially in the regulation of the *HoxB* cluster. Alterations in histone modifications and chromatin decondensation followed by a stepwise looping out of the active genes are implicated in temporal *HoxB* gene expression [26] but the factors involved in this reorganization are unknown.

**Figure 3:**
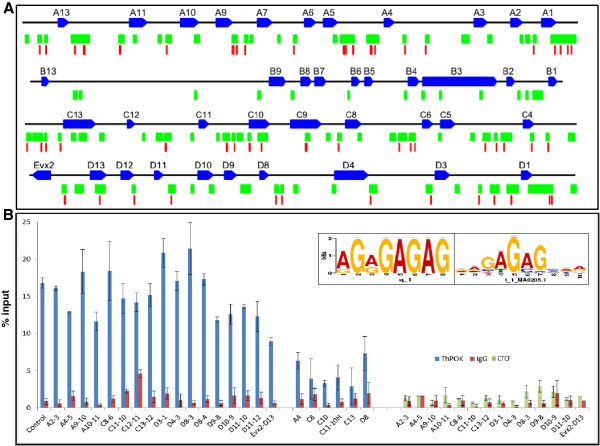
**Vertebrate GAGA factor (*Th-POK*) is associated with intergenic HFRs.** Sequence analysis of HFRs from *Hox* clusters reveals the presence of multiple GAF binding sites. (**A**) Schematic map (drawn to scale) depicting the location of all the GAGA motifs (vertical red lines). A few motifs appearing close together are merged. Blue boxes denote the *Hox* genes with transcriptional orientation (the large intronic regions of *Hoxa3* and *Hoxd3* genes have been omitted for clarity); green boxes indicate the HFRs. (**B**) Binding of *Th-POK* (vertebrate GAF) and CTCF across the *Hox* clusters was assessed by real time ChIP-qPCR assays using a panel of primers designed at the HFRs as well as some genic regions enriched for histone H3. The known *Th-POK* binding region at the *Evx2-Hoxd13* boundary [22] was used as a reference (control). ChIP with *Th-POK* antibody (left) showed robust binding measured as percentage of input at the control and intergenic HFRs (blue bars) enriched above the background level of the nonspecific immunoglobulin G (IgG, red bars). Genic regions did not show such a high enrichment profile (middle). ChIP with the CTCF antibody (right) did not show any enrichment over the background at the HFRs. Results represent mean ± standard error from three independent experiments with each qPCR assay performed in triplicate. Inset depicts the motif discovered from the HFRs (left) and matched to the GAGA binding site (right) by MEME analysis.

GAF is a versatile DNA binding factor, known to be associated with nuclease hypersensitive sites, that binds to GAGAG stretches to perform complex multifunctional roles in genome regulation [27]. Although identified as a trxG component in the context of *Hox* regulation at active chromatin within regulatory elements in *Drosophila*[28], GAF was subsequently shown to be associated with enhancer-blocking activity as well and GAF-dependent boundaries mediate the activity of multiple homeotic enhancers in *Drosophila*[29,30]. To confirm whether the intergenic HFR sequences were associated with GAGA factor in mouse cells, we then performed ChIP-qPCR analysis using an antibody directed against *Th-POK* (the vertebrate homolog of dGAF). Enrichment was assayed using multiple primers designed across 18 HFRs, including 13 that had shown high enhancer-blocking activity, as described in Figure 2. The known *Th-POK* binding boundary region between *Evx2-Hoxd13* characterized previously ([22]; control in Figure 3B) was used as a reference and showed robust association with the *Th-POK* antibody, much greater than that observed for the IgG control in the ChIP assay. We found that most of the HFRs that had shown enhancer-blocking activity were also similarly highly enriched for *Th-POK* binding (Figure 3B). Five additional intergenic HFRs that had not been tested for enhancer-blocking activity but showed low histone occupancy also showed significant *Th-POK* association, indicating that these are also likely to bear boundary potential. The high degree of enrichment indicates robust association with GAGA factor at these regions, correlating well with the presence of multiple GAF binding sites at the HFRs. On the other hand, six regions with high histone occupancy in the histone H3 array (H3-enriched or H3-positive regions), positioned within the Hox gene bodies, did not show similarly robust association with the *Th-POK* antibody (Figure 3B, middle).

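In the pan H3 array, the 6 genic amplicons of the qPCR assay had a median NLR of 0.42. A4, in Hoxa4, had 0.69, C8, in Hoxc8, 0.55, C11-10H, between Hoxc11 and Hoxc10, 0.52, D8, in Hoxd8, 0.33 and C13, next to the TSS of Hoxc13, 0.33. C10, in Hoxc10, had -0.01 and overlapped HoxC-22. The 17 intergenic amplicons all overlapped an HFR called here. Their median was -0.27, from -0.93 at A2-3 to 0.61 at A4-5, and 13 of them were below 0. Each amplicon rests on 1 to 5 probes. The genic amplicons had a median GC content of 55.4% and the intergenic ones of 46.3%, and the GC-corrected medians were -0.26 and -0.13.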

CTCF (CCCTC binding factor) is the best studied vertebrate boundary factor (a large number of CTCF binding sites have been found in the mammalian genome [31,32]) and also plays many roles in genome organization and regulation. At the *HoxA* cluster, CTCF has been shown to maintain higher-order architecture via barrier activity, and CTCF in conjunction with cohesin organizes chromosome looping to segregate inactive *HoxA* gene domains [33]. We therefore decided to check for CTCF binding site association with the HFRs at the *Hox* clusters. However, we could not find any evidence of preferential association of CTCF motifs within the intergenic HFRs by sequence analysis, as seen for the GAF binding sites. A comparison with CTCF binding sites identified by the ENCODE project also showed minimal overlap with HFRs (Additional file 1: Figure S2). We further checked for CTCF binding at 14 intergenic HFRs by ChIP-qPCR analysis. In contrast with the clear association of *Th-POK*, CTCF was not significantly enriched in comparison with the control IgG antibody at most of the boundary or intergenic HFRs tested (Figure 3B, right). Thus, although CTCF is known to be the commonly associated vertebrate insulator factor, it is unlikely to be the mediator of the regulatory activity associated with these newly described HFRs in the *Hox* loci. These results are consistent with recent work demonstrating that CTCF does not act as a boundary element at the *HoxD* cluster [34]. CTCF can organize genome regulation through diverse activities, such as transcriptional activation and repression [35]. It is possible that CTCF binds to other sites not defined by low levels of H3-enrichment as assayed in this study, where it may play direct roles in the transcriptional regulation and chromatin compaction of the *Hox* genes [36].

### HFRs overlap with the sites of DNaseI hypersensitivity at the *Hox* clusters

The association of HFRs observed here appears to be specifically with the vertebrate GAGA factor and could possibly be the outcome of the nucleosome-reorganizing potential of GAF and not solely a feature of boundary activity. In *Drosophila*, many *cis*-regulatory elements including boundaries within the homeotic complex are bound by GAF, and evidence suggests that altering the nucleosome occupancy might be a feature of such binding [37]. To determine whether HFRs marked sites of histone displacement, we checked for the presence of DNaseI hypersensitive (HS) sites using published data from ENCODE. A large number of the total HFRs overlap with a range of HS sites identified in mesodermal tissue and skeletal muscle (tissue of origin) as well as embryonic stem cells (Additional file 1: Figure S3). 82% of the HFRs identified in this work mapped to an HS site in at least one of the cell types examined while 27 HFRs showed an overlap with HS site consistently across all the cells (Additional file 1: Table S3). DNaseI hypersensitivity serves as a measure of chromatin accessibility and is therefore a reliable marker for sites of histone disruption and associated regulatory activity. The presence of an HS site could be a dynamic feature when it marks regulation triggered by a transcriptional event. Consistent association with nuclease hypersensitivity across cell types suggests higher-order chromatin structure, as in the case of boundary elements, such as scs and scs′ in *Drosophila*, which remain associated with HS sites regardless of a heat-shock event triggering the activation of the locus [23].

We hypothesize that the vertebrate GAF-associated intergenic HFRs described here may be important in maintaining the local chromatin conformation of *Hox* genes. It remains to be determined if the histone depletion creates accessibility at these sites for enhancer-blocking function or if the GAF binding elements actively serve as anchors for directing the basic chromatin structure by histone disruption at the *Hox* complexes. dGAF plays a key role in directing chromatin architecture and driving nucleosome reorganization by recruiting remodeling complexes; its mutation has been shown to effect both histone replacement and associated boundary function at *Hox* complexes in *Drosophila*[38]. The presence of multiple GAF sites in the intergenic HFRs suggests the possibility of the vertebrate GAGA factor directing nucleosome reorganization and allowing binding of regulatory proteins at mammalian *Hox* clusters. Since HFRs can provide sites for a multitude of target proteins and GAF can bind to various proteins to form regulatory complexes, looking for interacting partners at these sites will help identify other regulatory features at the HFRs. Taken together, our findings suggest a correlation between GAGA factor association at the histone-depleted regions and chromatin accessibility, providing functional significance to the presence of HFRs in the intergenic regions of mammalian *Hox* clusters.

## Conclusions

This study used an epigenetic approach to identify a novel set of DNA elements at murine *Hox* clusters potentially involved in higher-order chromatin regulatory mechanisms. In *Drosophila*, multiple elements, such as enhancers, insulators, and PREs, form regulatory units that determine and maintain the segment-specific expression pattern of the associated homeotic genes. In mammals, the regulatory elements driving colinear activation and maintenance of *Hox* expression have not been delineated. In this context, GAGA factor associated histone-depleted regions identified in the intergenic stretches between murine *Hox* genes suggest sites of potential regulatory function that could help demarcate their domains of expression. We have previously characterized a GA-rich intergenic tract between the *Evx2* and *Hoxd13* genes conserved among mouse, human, and zebrafish and demonstrated its functional conservation as an enhancer blocker in both transgenic flies and cultured human cells [22]. The region encompassing the GA site has also been shown to act as a chromatin domain boundary element at the murine *HoxD* locus [39]; we have further shown that specifically mutating the GAGA binding sequence abolishes its insulator function [22]. We have previously established *Th-POK* as the vertebrate homolog of dGAF and indicated its potential to bind and regulate *Hox* clusters [40]. In this work, we have described a marked association of HFRs across the murine *Hox* clusters with GAF recognition sites and *Th-POK* binding. These results indicate a strong correlation of HFRs associated with *Th-POK* binding as a general feature of mammalian *Hox* gene domain regulation and provide mechanistic insights into the possible role of the mammalian GAGA factor in nucleosome reorganization at the *Hox* clusters, thereby setting the stage for the binding of regulatory proteins to organize chromatin regulatory activities, including boundaries.

Finally, sequence comparison might not directly identify homologous regulatory elements of the *Hox* genes across species but delineating the conserved organizational features of the *Hox* clusters can offer remarkable insights into their regulation. In this study, we have been able to identify over 90 such novel regions in the *Hox* clusters as HFRs and demonstrate the potential of many of the intergenic HFRs to function as chromatin regulatory elements. Our work indicates a genome-wide association for such structures and demonstrates that a lack of enrichment of histone H3 at specific genomic sites in ChIP-on-chip binding assays can serve as a marker for the identification of novel regulatory elements in a context-specific manner.

## Methods

### Cell culture

C2C12 skeletal muscle myoblasts were cultured as described previously [41]. Undifferentiated myoblasts were maintained in growth medium containing DMEM with 20% FBS and synchronized by subjecting subconfluent cells to suspension culture at a density of 10^5^ cells/ml in DMEM containing 1.3% methyl cellulose, 20% FBS, 10 mM HEPES, and 1 × Penicillin-Streptomycin. Suspended cells were harvested after 48 h, during which time 98% of cells were arrested at the quiescent G0 stage [42], by dilution with 1 × PBS and centrifugation at 2500 rpm for 30 min at room temperature. Cells were washed well with 1 × PBS at room temperature to remove all traces of methyl cellulose and pelleted for chromatin isolation.

### Chromatin immunoprecipitation

Chromatin was crosslinked and isolated from 10^7^ synchronized cells. Cells were harvested as described and fixed using 1% formaldehyde (Fisher Scientific) in growth medium for 10 minutes at 37°C and quenched with 0.125 M Glycine (Sigma). Fixed cells were washed well with 1 × PBS containing protease inhibitors at 4°C and resuspended in 2 ml lysis buffer supplemented with PMSF, DTT, and protease inhibitor cocktail (Roche). Following 15 min incubation on ice, the sample was sonicated using Bioruptor (Diagnode) to obtain fragments of average size 200 bp to 600 bp. The sonicated chromatin was divided into 200 μl aliquots for chromatin immunoprecipitation (ChIP) using the ChIP assay kit (Upstate, #17–295) according to the manufacturer’s protocol. ChIP was performed on precleared chromatin from 10^6^ cells using rabbit polyclonal antibodies against core histone H3 (Abcam, #ab1791), H3K4me3 (Millipore, #07–473), H3K27me3 (Millipore, #07–449), *Th-POK* (Abcam, #ab20985), or CTCF (Abcam, #ab70303). Unenriched input fraction was retained as control in each case. ChIP and input samples were subjected to array hybridization or real time qPCR assays to determine enrichment.

### Tiling array design and hybridization

A custom mouse genome microarray chip representing 1.1 Mb of the mouse genome consisting of the four *Hox* clusters was designed with 60-mer probes (approximately 16,200 probes) tiled continuously with a 10 bp overlap between consecutive probes for high resolution (Agilent Technologies). Repeat masking was used to avoid repeat sequences and other probes with cross hybridizing potential. Dual-color microarray hybridization experiments were carried out according to the manufacturer’s protocol. Briefly, samples recovered from the enriched fraction and unenriched whole cell extracts (input DNA) from two parallel experiments were independently pooled to obtain optimal yields for direct array hybridization, thus minimizing bias introduced during ligation-mediated PCR amplification of DNA fragments. The pooled enriched and input fractions were directly labeled with Cy5 and Cy3 dyes, respectively, using an Agilent Genomic DNA labeling kit (5190–0449) and hybridized onto the mouse custom arrays at 65°C for 40 h followed by washing. Scanned microarrays were submitted for background subtraction and data extraction to Agilent’s Feature Extraction. Normalized enrichment values for the probes were identified using DNA Analytics software. Probe data were normalized using default blanks subtraction and intra-array dye-bias median normalization and *P* values were assigned to groups of neighboring probes using the Whitehead error model.

The ChIP-on-chip signals were normalized with input DNA signals hybridized to the same arrays and the NLRs of the probes thus obtained were visualized on the Mouse NCBI37/mm9 Assembly in the UCSC genome browser [43]. Additional file 2 includes the NLR values of all the probes from the Hox clusters. The tiling array data have been submitted to the GEO database ([44]; GEO:GSE42941).

### Bioinformatic analysis

For data analysis and definition of all the histone unenriched gaps (HFRs), NLR values of the probes within the *Hox* clusters from the histone H3 tiling array were used to identify unenriched genomic stretches using an in-house PERL script. The extent of each target region was determined based on a defined cut-off for the number of consecutive probes that showed a negative NLR value with the histone H3 antibody. Briefly, the probe dataset from each cluster was divided into groups of five contiguous probes and each was classified as a ‘low enrichment’ group if at least three probes in the group had an NLR <0. Continuous blocks of low enrichment groups were extended until two or more consecutive high enrichment groups were encountered or if a genomic distance >200 bp was encountered between successive probes. These poorly enriched genomic stretches were classified as histone H3-free regions or HFRs and subjected to further analysis for ChIP-qPCR (Primers are provided in Additional file 1: Table S4) and enhancer-blocking assays.

Genomic sequences of HFR stretches from each of the clusters were extracted from the mouse reference assembly MGSCv37-C57BL/6J of NCBI build 37.2 and subjected to motif search analysis using the MEME Suite of tools [45]. The HFRs were mapped in the context of the murine *Hox* genes and all noncoding transcripts (downloaded from the Tromer database) using Geneious [46].

### Enhancer-blocking assays

HFRs and H3-enriched genic control regions selected from the *Hox* clusters were amplified as test fragments from mouse genomic DNA using primers designed with Xho 1 restriction sites at their 5′ ends (Additional file 1: Table S5). The PCR products were then purified by gel extraction and cloned into pCR-Blunt II Topo vector provided in the zero blunt TOPO PCR cloning kit (Invitrogen, #K2800-20) according to the manufacturers’ instructions. Following excision from the TOPO vector using Xho1 restriction enzyme, the test fragments were cloned into the pJC5-4-Xho boundary assay vector, which is an altered form of the pGEM-4Z vector containing the mouse 5-HS2 globin LCR as enhancer, a neomycin resistance gene as reporter and a chicken β-globin insulator. The test fragments were cloned between the enhancer and the reporter and all the constructs, including intergenic HFR target regions and some H3-enriched genic controls, were transfected into human K562 erythroleukemia cells, as described previously [22]. Colony assays were carried out according to standard procedures [21]. Relative numbers of surviving colonies in G418 medium for each construct were calculated relative to the empty vector-transfected colonies. Results were determined from two independent biological replicate assays for all the constructs, each carried out in triplicate. The statistical significance of the difference in the number of colonies obtained with the HFR target region constructs compared to the vector control was calculated using the unpaired Student’s *t* test.

## Abbreviations

AP: anterior-posterior; ChIP: chromatin immunoprecipitation; CTCF: CCCTC binding factor; DMEM: Dulbecco’s modified Eagle’s medium; DTT: dithiothreitol; FBS: fetal bovine serum; GAF: GAGA binding factor; HFR: histone-free region; HS: hypersensitive; LCR: locus control region; NLR: normalized log ratio; PBS: phosphate buffered saline; PcG: polycomb; PCR: polymerase chain reaction; PMSF: phenylmethanesulfonylfluoride; PRE: polycomb response elements; qPCR: quantitative polymerase chain reaction; TrxG: trithorax.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SS, RKM, and JD designed the study and wrote the manuscript. SS designed the tiling array and performed ChIP-on-chip analysis and ChIP-qPCR experiments. DP cloned test constructs and performed enhancer-blocking assays with SS. HSG carried out the bioinformatics analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 HFRs across all arrays using histone H3 antibodies. Screenshots from the tiling array data obtained using pan histone H3 (blue track), H3K4me3 (pink track) and H3K27me3 (green track) antibodies, visualized using the UCSC genome browser showing normalized log ratio (NLR) values of probes (*y* axis) at the Hox clusters (*x* axis). (**A**) Large stretches of histone H3 unenriched probes showing negative NLR values across all the arrays are highlighted by boxed regions. Map of all the HFRs (green boxes) further identified by bioinformatics analysis of the probe binding data is presented at the bottom for each cluster. (**B**) *H3K4me3* and *H3K27me3* peaks called in the custom tiling arrays show that the *HoxB* and *HoxD* clusters are highly enriched for the H3K27me3 mark in G0 cells, as reported previously for proliferating myoblasts and myotubes [14]; genes in the *HoxA* and *HoxC* clusters do not share this feature but show some association with *H3K4me3*. These trends are comparable with those seen in the ChIP-seq data from ENCODE using C2C12 cells (brown tracks). Genomic scale bar is indicated at the top. **Figure S2.** Map of GAGA motifs and CTCF sites across *Hox* clusters. Schematic map (drawn to scale) depicting the location of all the GAGA motifs identified by sequence analysis as well as the CTCF sites identified by ChIP-seq in C2C12 cells from the mouse ENCODE project as obtained from the UCSC genome browser (Transcription Factor Binding Sites by ChIP-seq from ENCODE/Caltech). Green boxes indicate HFRs while red bars mark GAGA motifs and grey bars mark CTCF sites. Blue boxes denote the *Hox* genes with transcriptional orientation; the large intronic regions of *Hoxa3* and *Hoxd3* genes have been omitted for clarity. **Figure S3.** DNaseI HS peaks in context of HFRs at the *Hox* clusters. Schematic map (drawn to scale) depicting the location of all the peaks of DNaseI hypersensitivity identified in skeletal muscle (blue track), mesoderm (black track) and embryonic stem cells (maroon track) from the mouse ENCODE project (DNaseI Hypersensitivity by Digital DNaseI from ENCODE/University of Washington). Green boxes indicate the HFRs while blue boxes denote the *Hox* genes with transcriptional orientation; the large intronic regions of *Hoxa3* and *Hoxd3* genes have been omitted for clarity. **Table S1.** Classification of HFRs identified in the three histone arrays. **Table S2.** List of GAGA factor binding motifs at the *Hox* clusters. **Table S3.** HFRs overlapping with DNaseI HS sites. **Table S4.** List of primers for ChIP-qPCR assays. **Table S5.** List of primers for cloning test fragments for boundary assays. Click here for file

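Around their TSSs, Hox genes other than Hoxc5 had mean NLRs above 0 in both mark arrays. Mean NLRs within 1 kb of the TSS were computed for 38 of the 39 Hox genes and for Evx1 and Evx2 (Hoxd8 had fewer than 20 probes there). H3K27me3 was highest at Hoxb13 (ENSMUSG00000049604) with 1.87, Hoxb1 (ENSMUSG00000018973) with 1.83 and Hoxd9 (ENSMUSG00000043342) with 1.74. It was lowest at Hoxc5 with -0.36, Hoxb4 with 0.29 and Hoxc6 with 0.31. H3K4me3 was highest at Hoxa11 (ENSMUSG00000038210) with 2.25, Hoxc10 (ENSMUSG00000022484) with 2.19 and Hoxc9 (ENSMUSG00000036139) with 2.15. It was lowest at Hoxc5 with -0.39, Hoxd4 with 0.09 and Hoxb4 with 0.12. After GC correction Hoxc5 stayed lowest in both marks, at rank 40, but other genes changed rank. For H3K27me3 Hoxb2 was then highest with 0.79, while Hoxb4 had rank 11 and Hoxb13 rank 14. For H3K4me3 Hoxa4 was then highest with 0.79, while Hoxa11 had rank 6 and Hoxb4 rank 16. Over the genes of a cluster, the median H3K27me3 NLR was 1.39 in HoxB, 1.31 in HoxD, 1.01 in HoxA and 0.75 in HoxC. The median H3K4me3 NLR was 1.73 in HoxA, 1.23 in HoxB, 1.22 in HoxC and 0.78 in HoxD. After GC correction the H3K27me3 medians were 0.36 in HoxB, 0.20 in HoxD, -0.19 in HoxA and -0.52 in HoxC. Those for H3K4me3 were 0.18 in HoxA, 0.06 in HoxB, -0.28 in HoxC and -0.54 in HoxD.
By paralog group, the 8 anterior genes (groups 1 to 3) had a median H3K27me3 NLR of 1.33 and H3K4me3 NLR of 1.36. The 14 central genes (4 to 8) had 0.78 and 0.94, and the 16 posterior genes (9 to 13) had 1.07 and 1.50. The posterior genes were richer in GC, and after GC correction the H3K27me3 median was 0.20 in anterior, 0.07 in central and -0.13 in posterior genes. The H3K4me3 medians were then 0.0088, -0.27 and -0.05, so the posterior genes were no longer the highest in this mark. At 423 genes outside the Hox clusters the medians were 1.03 for H3K27me3 and 1.51 for H3K4me3. HoxC lies on a chromosome with low marks throughout, and its genes are in the central and posterior sets only. The order of the 3 sets may therefore reflect their share of HoxC genes, and medians without these genes were not computed. The mean GC content around the TSS ranged from 44.9% at Hoxb4 to 61.4% at Hoxd1.

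**Figure D4:**
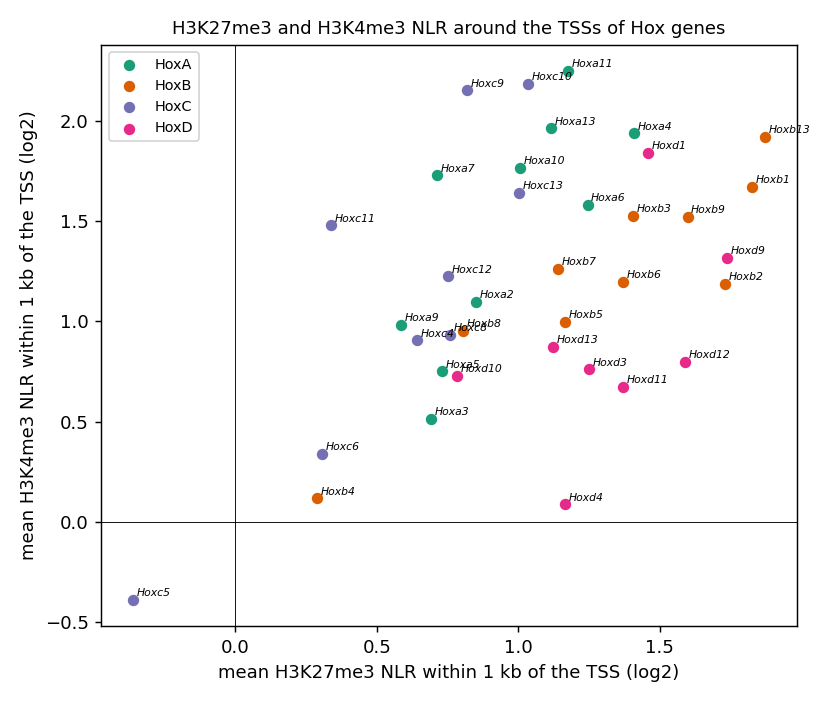
Mean H3K4me3 NLR (log2, y axis) against mean H3K27me3 NLR (log2, x axis) within 1 kb of the TSS, 1 point per Hox gene reported here, by cluster. Hoxc5 is the only gene below 0 in both, and the genes of the 4 clusters overlap along both axes.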

Additional file 2 **Normalized log ratio values for probes at *Hox *clusters.** Click here for file

## References

[B1] LewisEBA gene complex controlling segmentation in *Drosophila*Nature197827656557010.1038/276565a0103000

[B2] GrahamAPapalopuluNKrumlaufRThe murine and *Drosophila* homeobox gene complexes have common features of organization and expressionCell19895736737810.1016/0092-8674(89)90912-42566383

[B3] KrumlaufR*Hox* genes in vertebrate developmentCell19947819120110.1016/0092-8674(94)90290-97913880

[B4] Izpisua-BelmonteJCFalkensteinHDollePRenucciADubouleDMurine genes related to the *Drosophila AbdB* homeotic genes are sequentially expressed during development of the posterior part of the bodyEMBO J19911022792289167667410.1002/j.1460-2075.1991.tb07764.xPMC452918

[B5] van der HoevenFZakanyJDubouleDGene transpositions in the *HoxD* complex reveal a hierarchy of regulatory controlsCell1996851025103510.1016/S0092-8674(00)81303-38674109

[B6] PuschelAWBallingRGrussPSeparate elements cause lineage restriction and specify boundaries of Hox-1.1 expressionDevelopment1991112279287168511610.1242/dev.112.1.279

[B7] GerardMDubouleDZakanyJStructure and activity of regulatory elements involved in the activation of the *Hoxd-11* gene during late gastrulationEMBO J19931235393550790281010.1002/j.1460-2075.1993.tb06028.xPMC413630

[B8] DubouleDVertebrate *Hox* gene regulation: clustering and/or colinearity?Curr Opin Genet Dev1998851451810.1016/S0959-437X(98)80004-X9794816

[B9] MaedaRKKarchFThe ABC of the BX-C: the bithorax complex explainedDevelopment20061331413142210.1242/dev.0232316556913

[B10] WestAGGasznerMFelsenfeldGInsulators: many functions, many mechanismsGenes Dev20021627128810.1101/gad.95470211825869

[B11] MaedaRKKarchFMaking connections: boundaries and insulators in *Drosophila*Curr Opin Genet Dev20071739439910.1016/j.gde.2007.08.00217904351

[B12] SchwartzYBPirrottaVPolycomb silencing mechanisms and the management of genomic programmesNat Rev Genet200789221717305510.1038/nrg1981

[B13] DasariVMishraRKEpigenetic regulation of genes during development: a conserved theme from flies to mammalsJ Genet Genomics20083541342910.1016/S1673-8527(08)60059-418640621

[B14] AspPBlumRVethanthamVParisiFMicsinaiMChengJBowmanCKlugerYDynlachtBDGenome-wide remodeling of the epigenetic landscape during myogenic differentiationProc Natl Acad Sci USA201110822E149E15810.1073/pnas.110222310821551099PMC3107312

[B15] BernsteinBELiuCLHumphreyELPerlsteinEOSchreiberSLGlobal nucleosome occupancy in yeastGenome Biol20045R6210.1186/gb-2004-5-9-r6215345046PMC522869

[B16] YuanGCLiuYJDionMFSlackMDWuLFAltschulerSJRandoOJGenome-scale identification of nucleosome positions in S. cerevisiaeScience200530962663010.1126/science.111217815961632

[B17] BernsteinBEKamalMLindblad-TohKBekiranovSBaileyDKHuebertDJMcMahonSKarlssonEKKulbokasEJ3rdGingerasTRSchreiberSLLanderESGenomic maps and comparative analysis of histone modifications in human and mouseCell200512016918110.1016/j.cell.2005.01.00115680324

[B18] SchonesDECuiKCuddapahSRohTYBarskiAWangZWeiGZhaoKDynamic regulation of nucleosome positioning in the human genomeCell200813288789810.1016/j.cell.2008.02.02218329373PMC10894452

[B19] ZeltserLDesplanCHeintzN*Hoxb-13*: a new *Hox* gene in a distant region of the *HOXB* cluster maintains colinearityDevelopment199612224752484875629210.1242/dev.122.8.2475

[B20] ChopraVSCandeJHongJWLevineMStalled *Hox* promoters as chromosomal boundariesGenes Dev2009231505150910.1101/gad.180730919515973PMC2704471

[B21] ChungJHWhiteleyMFelsenfeldGA 5' element of the chicken β-globin domain serves as an insulator in human erythroid cells and protects against position effect in *Drosophila*Cell19937450551410.1016/0092-8674(93)80052-G8348617

[B22] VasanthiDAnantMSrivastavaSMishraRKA functionally conserved boundary element from the mouse *HoxD* locus requires GAGA factor in *Drosophila*Development20101374239424710.1242/dev.05870121098566

[B23] UdvardyAMaineESchedlPThe 87A7 chromomere. Identification of novel chromatin structures flanking the heat shock locus that may define the boundaries of higher order domainsJ Mol Biol198518534135810.1016/0022-2836(85)90408-52997449

[B24] MitoYHenikoffJGHenikoffSHistone replacement marks the boundaries of cis-regulatory domainsScience20073151408141110.1126/science.113400417347439

[B25] DorsettDDistant liaisons: long-range enhancer-promoter interactions in *Drosophila*Curr Opin Genet Dev19999550551410.1016/S0959-437X(99)00002-710508687

[B26] ChambeyronSBickmoreWAChromatin decondensation and nuclear reorganization of the *HoxB* locus upon induction of transcriptionGenes Dev2004181119113010.1101/gad.29210415155579PMC415637

[B27] BergerNDubreucqBEvolution goes GAGA: GAGA binding proteins across kingdomsBiochim Biophys Acta2012181986386810.1016/j.bbagrm.2012.02.02222425673

[B28] FarkasGGauszJGalloniMReuterGGyurkovicsHKarchFThe *Trithorax-like* gene encodes the *Drosophila* GAGA factorNature199437180680810.1038/371806a07935842

[B29] BelozerovVEMajumderPShenPCaiHNA novel boundary element may facilitate independent gene regulation in the Antennapedia complex of *Drosophila*EMBO J2003223113312110.1093/emboj/cdg29712805225PMC162149

[B30] SchweinsbergSHagstromKGohlDSchedlPKumarRPMishraRKarchFThe enhancer-blocking activity of the *Fab-7* boundary from the *Drosophila* bithorax complex requires GAGA-factor-binding sitesGenetics20041681371138410.1534/genetics.104.02956115579691PMC1448804

[B31] KimTHAbdullaevZKSmithADChingKALoukinovDIGreenRDZhangMQLobanenkovVVRenBAnalysis of the vertebrate insulator protein CTCF-binding sites in the human genomeCell20071281231124510.1016/j.cell.2006.12.04817382889PMC2572726

[B32] BarskiACuddapahSCuiKRohTYSchonesDEWangZWeiGChepelevIZhaoKHigh-resolution profiling of histone methylations in the human genomeCell200712982383710.1016/j.cell.2007.05.00917512414

[B33] KimYJCecchiniKRKimTHConserved, developmentally regulated mechanism couples chromosomal looping and heterochromatin barrier activity at the homeobox gene A locusProc Natl Acad Sci USA20111087391739610.1073/pnas.101827910821502535PMC3088595

[B34] SoshnikovaNMontavonTLeleuMGaljartNDubouleDFunctional analysis of CTCF during mammalian limb developmentDev Cell20101981983010.1016/j.devcel.2010.11.00921145498

[B35] DunnKLDavieJRThe many roles of the transcriptional regulator CTCFBiochem Cell Biol20038116116710.1139/o03-05212897849

[B36] FerraiuoloMARousseauMMiyamotoCShenkerSWangXQNadlerMBlanchetteMDostieJThe three-dimensional architecture of *Hox* cluster silencingNucleic Acids Res2010387472748410.1093/nar/gkq64420660483PMC2995065

[B37] TsukiyamaTBeckerPBWuCATP-dependent nucleosome disruption at a heat-shock promoter mediated by binding of GAGA transcription factorNature199436752553210.1038/367525a08107823

[B38] NakayamaTShimojimaTHiroseSThe PBAP remodeling complex is required for histone H3.3 replacement at chromatin boundaries and for boundary functionsDevelopment20121394582459010.1242/dev.08324623136390

[B39] YamagishiTOzawaMOhtsukaCOhyama-GotoRKondoT*Evx2-Hoxd13* intergenic region restricts enhancer association to *Hoxd13* promoterPLoS One20072e17510.1371/journal.pone.000017517245451PMC1766471

[B40] MatharuNKHussainTSankaranarayananRMishraRKVertebrate homologue of *Drosophila* GAGA factorJ Mol Biol201040043444710.1016/j.jmb.2010.05.01020471984

[B41] SebastianSSreenivasPSambasivanRCheedipudiSKandallaPPavlathGKDhawanJMLL5, a trithorax homolog, indirectly regulates H3K4 methylation, represses cyclin A2 expression, and promotes myogenic differentiationProc Natl Acad Sci USA20091064719472410.1073/pnas.080713610619264965PMC2651835

[B42] SachidanandanCSambasivanRDhawanJTristetraprolin and LPS-inducible CXC chemokine are rapidly induced in presumptive satellite cells in response to skeletal muscle injuryJ Cell Sci2002115270127121207736110.1242/jcs.115.13.2701

[B43] UCSC genome browserhttp://genome.ucsc.edu/

[B44] GEO databasehttp://www.ncbi.nlm.nih.gov/geo/

[B45] BaileyTLBodenMBuskeFAFrithMGrantCEClementiLRenJLiWWNobleWSMEME Suite: tools for motif discovery and searchingNucleic Acids Res200937W202W20810.1093/nar/gkp33519458158PMC2703892

[B46] Geneious v5.52011http://www.geneious.com

# Supplementary material for: Vertebrate GAGA factor associated insulator elements demarcate homeotic genes in the HOX clusters
**Source:** Epigenetics Chromatin. 2013 Apr 22;6:8. doi: 10.1186/1756-8935-6-8
**Supplement:** Additional file 1: Figure S1 — HFRs across all arrays using histone H3 antibodies. Screenshots from the tiling array data obtained using pan histone H3 (blue track), H3K4me3 (pink track) and H3K27me3 (green track) antibodies, visualized using the UCSC genome browser showing normalized log ratio (NLR) values of probes (y axis) at the Hox clusters (x axis). (A) Large stretches of histone H3 unenriched probes showing negative NLR values across all the arrays are highlighted by boxed regions. Map of all the HFRs (green boxes) further identified by bioinformatics analysis of the probe binding data is presented at the bottom for each cluster. (B) H3K4me3 and H3K27me3 peaks called in the custom tiling arrays show that the HoxB and HoxD clusters are highly enriched for the H3K27me3 mark in G0 cells, as reported previously for proliferating myoblasts and myotubes [14]; genes in the HoxA and HoxC clusters do not share this feature but show some association with H3K4me3. These trends are comparable with those seen in the ChIP-seq data from ENCODE using C2C12 cells (brown tracks). Genomic scale bar is indicated at the top. Figure S2. Map of GAGA motifs and CTCF sites across Hox clusters. Schematic map (drawn to scale) depicting the location of all the GAGA motifs identified by sequence analysis as well as the CTCF sites identified by ChIP-seq in C2C12 cells from the mouse ENCODE project as obtained from the UCSC genome browser (Transcription Factor Binding Sites by ChIP-seq from ENCODE/Caltech). Green boxes indicate HFRs while red bars mark GAGA motifs and grey bars mark CTCF sites. Blue boxes denote the Hox genes with transcriptional orientation; the large intronic regions of Hoxa3 and Hoxd3 genes have been omitted for clarity. Figure S3. DNaseI HS peaks in context of HFRs at the Hox clusters. Schematic map (drawn to scale) depicting the location of all the peaks of DNaseI hypersensitivity identified in skeletal muscle (blue track), mesoderm (black track) and embryonic stem cells (maroon track) from the mou

**Additional file 1:**

**Figures S1, S2, S3**

**Tables S1-5**

**Figure S1: HFRs across all arrays using histone H3 antibodies**

Screenshots from the tiling array data obtained using pan histone H3 (blue track), H3K4me3 (pink track) and H3K27me3 (green track) antibodies, visualized using the UCSC genome browser showing normalized log ratio (NLR) values of probes (Y-axis) at the Hox clusters (X-axis).

**A**

**
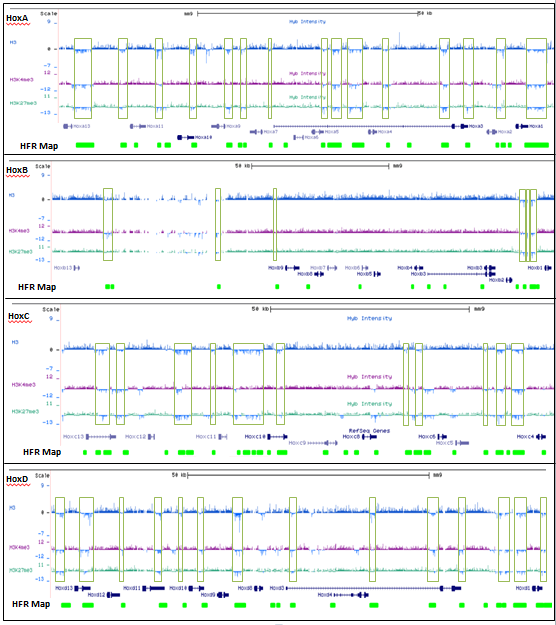
**

**Figure S1A:** Large stretches of histone H3 un-enriched probes showing negative NLR values across all the arrays are highlighted by boxed regions. Map of all the HFRs (green boxes) further identified by bioinformatics analysis of the probe binding data is presented at the bottom for each cluster.

**B**

**
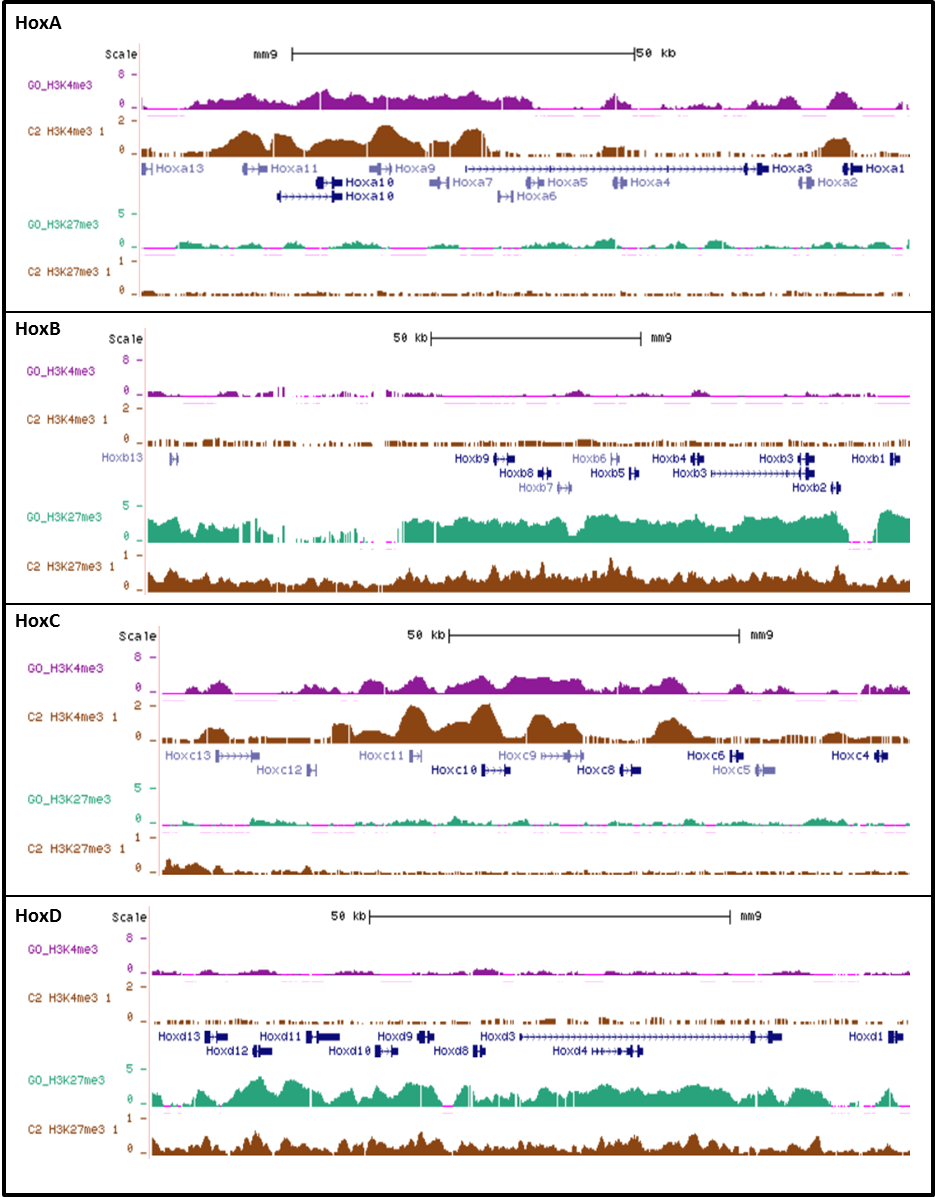
**

**Figure S1B:** H3K4me3 and H3K27me3 peaks identified from the positively enriched probes in the custom tiling arrays show that the HoxB and HoxD clusters are highly enriched for the H3K27me3 mark in G0 cells, as reported previously for proliferating myoblasts and myotubes [46]; genes in the HoxA and HoxC clusters do not share this feature but show some association with H3K4me3. These trends are comparable with those seen in the ChIP-seq data from ENCODE using C2C12 cells (brown tracks). Genomic scale bar is indicated at the top.

**Figure S2: Map of GAGA motifs and CTCF sites across Hox clusters**

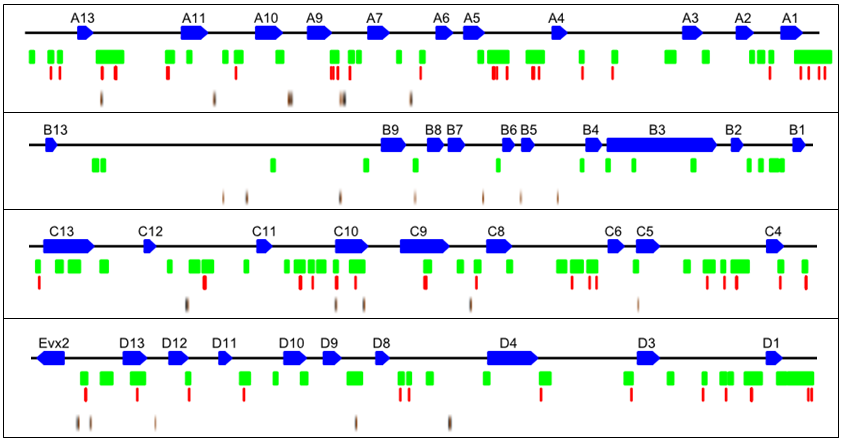

Schematic map (drawn to scale) depicting the location of all the GAGA motifs identified by sequence analysis as well as the CTCF sites identified by ChIP-seq in C2C12 cells from the mouse ENCODE project as obtained from the UCSC genome browser (Transcription Factor Binding Sites by ChIP-seq from ENCODE/Caltech). Green boxes indicate the HFRs while red bars mark GAGA motifs and grey bars mark CTCF sites. Blue boxes denote the Hox genes with transcriptional orientation; the large intronic regions of Hoxa3 and Hoxd3 genes have been omitted for clarity.

**Figure S3: DNaseI HS peaks in context of HFRs at the Hox clusters**

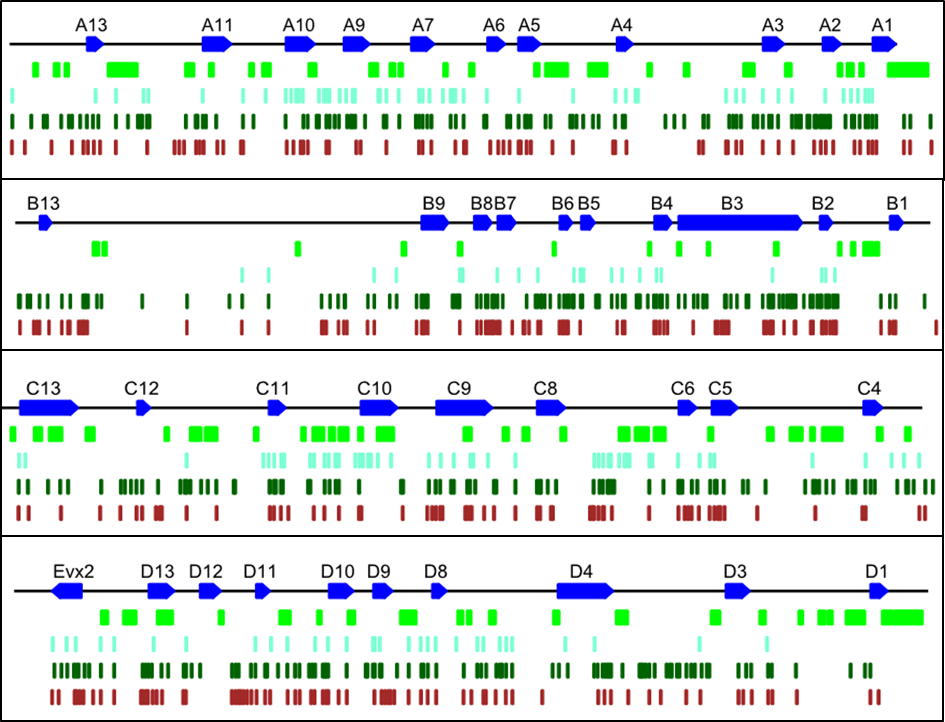

Schematic map (drawn to scale) depicting the location of all the peaks of DNaseI hypersensitivity identified in skeletal muscle (blue track), mesoderm (black track) and embryonic stem cells (maroon track) from the mouse ENCODE project (DNaseI Hypersensitivity by Digital DNaseI from ENCODE/University of Washington). Green boxes indicate the HFRs while blue boxes denote the Hox genes with transcriptional orientation; the large intronic regions of Hoxa3 and Hoxd3 genes have been omitted for clarity.

**Table S1. HFRs across the three arrays**

Presence of the 93 HFRs identified in the pan H3 array was determined across both the modified histone arrays. Tick indicates that >50% of the probes in the region were unenriched (histone free), while cross indicates that they were positively enriched.

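Table S1 gives a call per HFR and mark, and an HFR with a tick in both arrays is unenriched in all 3 arrays. In the paper's table, 61 of 93 HFRs carry both ticks. For the 70 HFRs of Table 1 that could be placed, the calls were repeated with the stated rule. The call for H3K27me3 was the same in 63 of 70 and that for H3K4me3 in 65 of 70. The paper's table has more of these HFRs unenriched, 52 against 45 here for H3K27me3 and 50 against 45 for H3K4me3. Both arrays left 39 of these 70 HFRs unenriched, 55.7%.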

**Table S2: List of GAGA factor binding motifs at the Hox clusters**

**Table S3.** **Overlap of HFRs with DNaseI HS sites**

| **Cell type** | **HoxA** | **HoxB** | **HoxC** | **HoxD** | **Total** |
| --- | --- | --- | --- | --- | --- |
| **HFRs (this study)** | **25** | **14** | **32** | **22** | **93** |
| **Skeletal Muscle** | 12 | 2 | 14 | 9 | 37 |
| **Mesoderm** | 21 | 10 | 21 | 15 | 67 |
| **ESC** | 15 | 4 | 15 | 13 | 47 |

The number of HFRs overlapping with DNaseI hypersensitive peaks in different tissues as obtained from ENCODE data are tabulated. The total number of HFRs identified in each cluster is indicated in the header.

**Table S4: List of primers for ChIP-qPCR assays**

| **S.No** | **Name** | **Sequence (5'->3')** | **Amplicon (bp)** |
| --- | --- | --- | --- |
| 1 | Mm_HoxA2-3F | GGGAGTCCCTGTTTCAAAGCGCC | 115 |
|  | Mm_HoxA2-3R | TGGCTCCCGAGAGGAAGCAACT |  |
| 2 | Mm_HoxA4F | TGCGGGGCGAACTCCTCGAA | 131 |
|  | Mm_HoxA4R | GCGCAGAAAAACGACACCGCG |  |
| 3 | Mm_HoxA4-5F | ACCCGGCACTCCTGCCTTGG | 150 |
|  | Mm_HoxA4-5R | TCCCCTTCTCTGGCTGGGGTC |  |
| 4 | Mm_HoxA9-10F | ACCACTGGTCCAAGACAGCCACA | 164 |
|  | Mm_HoxA9-10R | TAGCCCGAGCCCCCTGCAAT |  |
| 5 | Mm_HoxA10-11F | ATGCCAACCAGGGGGATGCT | 143 |
|  | Mm_HoxA10-11R | TGCCTAGCAGACTAGCGCAAAG |  |
| 6 | Mm_HoxC8-6F | GGTGGGGTTACAGGAGGCTTGGT | 197 |
|  | Mm_HoxC8-6R | GGCCCCAGCTTTCTGTTTTCTCCT |  |
| 7 | Mm_HoxC8F | TGCCGGTTCCCTCAGAGCGT | 128 |
|  | Mm_HoxC8R | GAGATGCCGGAGGTGCCGTG |  |
| 8 | Mm_HoxC10F | TTCCTCCCGCCCCTCCAACC | 149 |
|  | Mm_HoxC10R | GGCTCCGCGTACGAGTTCGG |  |
| 9 | Mm_HoxC11-10H_F | AGCAGGGGCACTCTGGGCTC | 103 |
|  | Mm_HoxC11-10H_R | AGGGACGCTTTATGGCGGCG |  |
| 10 | Mm_HoxC11-10F | TGGAGACAATGTTCTTTCCCCGGC | 137 |
|  | Mm_HoxC11-10R | CCTGCCCATGTCCTCGGTTTGG |  |
| 11 | Mm_HoxC12-11F | TCCATGAGAGCAAGACAGGGGC | 84 |
|  | Mm_HoxC12-11R | AAGAGGGCTTCATTCTGGGCCT |  |
| 12 | Mm_HoxC13-12F | CCACGTACCGGGCAGGGGAA | 101 |
|  | Mm_HoxC13-12R | GGCATTGGGGTTGTTGAAGAAAGGG |  |
| 13 | Mm_HoxC13F | GGTCCCTTTGCGTCGGCCAA | 83 |
|  | Mm_HoxC13R | TAAAGGGACGGGCAACGCCC |  |
| 14 | Mm_HoxD3-1F | ACCACCAGACACACCTCAACCC | 137 |
|  | Mm_HoxD3-1R | ACGCAACAGACATGAGATGGCCT |  |
| 15 | Mm_HoxD4-3F | TCCTTGGGGTGAGCCTGCCT | 178 |
|  | Mm_HoxD4-3R | CAGCTTCTCAACGTGAGGGCGT |  |
| 16 | Mm_HoxD8F | TGGCGAGGACCCAGACCACT | 84 |
|  | Mm_HoxD8R | AGCGCATCCCAACCTTGTGG |  |
| 17 | Mm_HoxD8-3F | TGGACACCACCGGTCCTCCC | 103 |
|  | Mm_HoxD8-3R | CCCTTTCAAAGCGCAGAAACCTCA |  |
| 18 | Mm_HoxD8-4F | GTGAGAGGCTCCAGCCAGCG | 135 |
|  | Mm_HoxD8-4R | TCAGACCCCCTGCCCCACAA |  |
| 19 | Mm_HoxD9-8F | GGGGACTTGCGGTGTCTGGC | 121 |
|  | Mm_HoxD9-8R | AGTGCAGCAACCATGGGCTCC |  |
| 20 | Mm_HoxD10-9F | GCGCAACCTGTGCTTTTCTGTGC | 128 |
|  | Mm_HoxD10-9R | CCCCAAAGGCTTTCCTCTCCACC |  |
| 21 | Mm_HoxD11-10F | GTGGGCCCAAAAGAGATTTCCGCA | 157 |
|  | Mm_HoxD11-10R | AGGCATGAGCTGCTGTGCATCTT |  |
| 22 | Mm_HoxD12-11F | CCCCACCCCCAACCTTTAGCA | 150 |
|  | Mm_HoxD12-11R | GGTCAGTTGGGGCGAGGCTCA |  |
| 23 | Mm_Evx2-D13F | CCCCATGCCTTCAAAGGGCATCTT | 83 |
|  | Mm_Evx2-D13R | TTCCTGTATGTCACCTCACTCCCAA |  |
| 24 | Control_F | GCTTTCTTGCTACGTGGCTG | 177 |
|  | Control_R | GAGAATGCGAGGGTGAGAAGC |  |

**Table S5: List of primers for cloning test fragments for boundary assays**

How the deposited data were processed for this re-analysis (not part of the article)

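The data are 3 tiling arrays of C2C12 mouse myoblasts in G0 after 48 h in suspension, 1 array each for pan histone H3, H3K27me3 and H3K4me3. Each array set ChIP DNA (Cy5) against whole cell extract input DNA (Cy3), pooled from 2 parallel experiments without amplification. The authors extracted the signals with Agilent Feature Extraction and applied background and blank subtraction and a dye-bias median normalization within each array. The deposited matrix holds the normalized log ratio (NLR) of 888891 probe entries per array. These log2 values were made by the authors with this normalization before deposition, per Methods and the file header. Methods states no base of the logarithm. Base 2 is taken here, and no value reported here tests it. The pan H3 values were checked against Additional file 2, where 5045 of the 5048 values held could be matched by probe start, and the largest difference was 0.0005.

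After removal of 1898 repeated entries and of 9135 entries without coordinates, 877858 tiled probes of 60 bases remained in 355 regions, of which 16267 lay in the 4 Hox regions and 861591 outside them. In the pan H3 array 368 entries held no finite ratio. In the H3K27me3 and H3K4me3 arrays an exact 0.000 was taken as a missing ratio. The Hox clusters were taken from the outermost Hox genes of each cluster with 10 kb on each side, on mouse NCBI build 37 with GENCODE annotation. For each gene, the TSS and the coding region came from the shortest transcript with at least 80% of the longest coding sequence.

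HFRs were called from the pan H3 array by the rule in Methods, with consecutive groups of 5 probes, at least 3 of them at an NLR below 0, and blocks ended by 2 high groups or by a distance over 200 bp from start to start. The paper's text states no smallest block. At least 2 low groups per block were required here, set before the data were examined from the smallest size in Table 1, and the count depends on this choice. The caller and the GC correction were tested on simulated data with planted regions and a planted shift. HFR counts were set beside those from 100 shuffles of the NLRs within the whole tiled region of a cluster and from 100 draws from probes of equal GC outside the Hox regions. Medians and shares inside HFRs were set beside 10000 random placements of the same blocks. An HFR was unenriched in an array when over 50% of its probes with a ratio were below 0, and the share of such HFRs has a 95% Wilson interval. HFRs of Table 1 were placed by their sizes and order in calls that ended at the first high group or at 260 bp from start to start. This rule was taken, after the values had been seen, from a search over 960 rules for those whose block sizes matched the 93 sizes of Table 1 in order. It matched 71 and the best rules 72, against 50 for the rule in Methods as applied here and a median of 19 over the search, so the placement is fitted to Table 1 and is no independent check of it. The rule for the reported HFRs was fixed before the data were examined, apart from 2 choices on its window. A first count, with HoxD taken from Evx2 and with blocks across the edge of a window included, gave 118 HFRs. The Hox genes alone and blocks wholly inside the windows were settled on after this count had been seen beside the paper's 93. HFRs were genic when they overlapped a Hox coding region, then at a TSS or a 3′ end when within 1 kb of one. Marks at genes were means over probes within 1 kb of the TSS, for genes with at least 20 probes. Motifs of Table S2 were taken at their stated coordinates, and primers of Tables S4 and S5 were placed by their sequence.

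The GC-corrected NLR is the NLR minus the median of probes outside the Hox regions with equal numbers of G and C. A further correction also took the probes from the same chromosome, in GC classes of 3 bases with at least 50 probes. Both were added after the values had been seen. The alternatives set before the data were examined cover the NLR threshold, the size, start and overlap of the groups, the end of a block, its smallest size, the distance between probes, the tiled region, the rule for unenriched HFRs, means in place of medians, the window around the TSS and the distance to a motif.

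The regions and genes named follow a rule fixed before the data were examined, though the paper's tables had been seen. It takes the longest HFR of each cluster, the 5 HFRs with the lowest pan H3 and the highest H3K27me3 and H3K4me3 means, HFRs absent from Table 1 or missing from the calls, the 3 highest and 3 lowest Hox genes per mark, and the regions the paper names. Other HFRs named by their context, noncoding genes and HFRs rich in motifs were chosen after their values were seen. Gene lists fixed in the same way were the Hox genes of each cluster, anterior, central and posterior paralogs, and 6 lists outside the clusters (myogenic, housekeeping, proliferation and quiescence genes, developmental regulators and genes of other cell types).

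With 1 array per antibody there was no replicate error, and no test between conditions was made. Neighbouring probes are not independent, so percentiles among placements and correlations across probes describe these arrays only. The ChIP-qPCR and enhancer-blocking results of the paper are not among the files examined, nor are the public ENCODE data on DNaseI and CTCF sites that it used. Results that need an item withheld for evaluation, some of them of regions the naming rule takes, are not reported here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.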

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

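The tests of missing target DNA and of GC content at Cdkn2a, and those of an offset of chromosome 15, were chosen after the values had been seen. Apart from those of HoxC, the values in this part come from probes outside the Hox clusters.

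The rule for HFRs, applied to the 351 tiled regions outside the Hox clusters, called 19767 blocks of low pan H3 NLR, 22.9 per 1000 probes against 11.9 in the Hox clusters, at a mean GC content of 42.6% against 49.1%.

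In the tiled region that holds Cdkn2a, an inhibitor of cyclin-dependent kinases, the median pan H3 NLR stepped from -0.40 before position 88910401 of chromosome 4 to 0.91 past it, where the GC-corrected NLR was 0.95 for pan H3, 1.31 for H3K27me3 and 1.52 for H3K4me3. Of the step in pan H3, 78.3% remained after GC correction. The break was placed by the GC-corrected pan H3 NLR itself, which favours a step that remains, so this share cannot decide on GC content. Over the whole region, without a break, the GC-corrected pan H3 median was 0.76. It was the highest of 328 regions outside the Hox clusters, and the next highest was 0.30. Past the break 39.6% of the probes had no ratio in the H3K4me3 array, 3.01 times the share in other probes of equal GC. This is consistent with target DNA that is missing from these cells, which would leave background in both channels. No biological explanation was tested.

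The median GC-corrected NLR of chromosome 15 outside HoxC was -0.44 for H3K27me3 and -0.50 for H3K4me3, lower than on every other chromosome tiled, and HoxC had the lowest H3K27me3 NLR and the most HFRs per 100 kb of the Hox clusters. A few low regions are argued against, since 100% of the 9 regions of at least 200 probes on chromosome 15 had a median H3K27me3 NLR below 0. Relative to probes of equal GC on the same chromosome, HoxC lay above the lowest other cluster by 0.18 in H3K27me3 and had 0.88 times as many HFRs per 100 kb as the highest other cluster, so an offset of the whole chromosome may account for both. For the HFRs this rests on GC-poor regions, since the regions of Csad and Mll2, which are as rich in GC as HoxC, had GC-corrected pan H3 medians of 0.01 and 0.00. Whether the cells hold more copies of chromosome 15 stays open, since the share of probes without an H3K4me3 ratio was 0.84 times that of other probes of equal GC, and no biological explanation was tested.

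Chromosome X had GC-corrected medians of 0.44 for H3K27me3, 0.60 for H3K4me3 and 0.16 for pan H3, and its 13 regions of at least 200 probes were all above 0 in both marks.

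The highest mean H3K27me3 NLR around a TSS outside the Hox clusters was 2.21, at Wdr45 on chromosome X, with Shisa5 on chromosome 9 at the same rounded value. The highest H3K4me3 NLR was 3.13, at Rbpj, the DNA-binding protein of Notch signalling.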

How the results depend on the processing

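The settings with a GC correction, with the chromosome, with exact zeros kept, with other windows and with 260 bp between starts, taken from a search over 960 rules, were chosen after the data had been seen. No paired analysis was possible because each antibody had 1 array and no replicates. The number of arrays limits the precision. The pan H3 NLR stayed lower inside HFRs than outside under all 6 alternatives. The selection of HFRs on low pan H3 NLR favours this under each, so it is no check. The count of HFRs stayed within 1.5 times of 110 under 17 of 23. It was 113 with blocks across the edge of a window, 114 with HoxD taken from Evx2 and 118 with both. The number of intermediate HFRs (64 to 85), of HFRs with motifs (45) and of test fragments below 0 (13 to 15) stayed within it under every alternative run. HoxB had the fewest HFRs per 100 kb under 22 of 23 settings, the exception being blocks of 1 low group, and HoxC had the most under 19.

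The cause of these changes was not tested beyond what each setting's construction shows. With an NLR below -0.5, 33 HFRs were called (HoxA 11, HoxB 2, HoxC 11, HoxD 9). With at least 4 low probes of 5 there were 57 (16, 5, 20 and 16), with blocks of 1 low group 228 (46, 72, 66 and 44), and with blocks of 3 low groups 66 (HoxA 18, HoxB 5, HoxC 24). Over the whole tiled regions, which are longer, there were 260 (82, 28, 90 and 60). HoxB had 34 with the median of the Hox probes as threshold and 7 with groups of 7 probes. With the GC correction there were 170 HFRs, 40 of them in HoxB, and with the chromosome as well HoxB had 42.

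The pan H3 difference between inside and outside was -0.65 by means, -0.66 without the outer groups, -0.17 with the GC correction, -0.13 with that of the surrounding 500 bp as well and -0.16 with the chromosome. The share of HFRs unenriched in all 3 arrays was 5.45% with at least 75% of probes below 0, 73.7% with at least 4 low probes of 5 and 35.5% with exact zeros kept. The genic HFRs numbered 7 by midpoint, and HFRs at TSSs numbered 2 with 500 bp and 24 with 2 kb.

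The H3K27me3 NLR of HoxB and HoxD over that of HoxA and HoxC was 0.63 by means, 0.37 minus pan H3, 0.34 without HFRs, 0.53 with zeros kept, 0.53 with the GC correction and 0.32 with the chromosome. The H3K4me3 NLR of HoxA and HoxC over that of HoxB and HoxD, 0.02 in the reported values, reversed to -0.0021 by means and was 0.15 minus pan H3, 0.13 without HFRs, 0.088 with zeros kept and 0.30 with the chromosome. With the GC correction the NLR of single clusters turned negative, for H3K27me3 in HoxA (-0.085) and HoxC (-0.24) and for H3K4me3 in HoxC (-0.058) and HoxD (-0.22). With the chromosome this held for H3K27me3 in HoxA (-0.047) and H3K4me3 in HoxD (-0.19).

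The correlation of pan H3 with H3K27me3 was 0.60 without HFRs, 0.83 over 1 kb windows and 0.48 with the GC correction. With H3K4me3 it was 0.63, 0.72 and 0.48, and between the marks 0.82, 0.79 and 0.75. The genic over the intergenic test fragments were at 0.58 by means and reversed to -0.028 with the GC correction. The median share of probes below 0 was 57.2% in intergenic and 15.3% in genic fragments.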

Differences from the paper's values

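The alternatives compared in this part were set before the data were examined, except the placed HFRs of Table 1 and the setting with the chromosome, and the window of the reported HFRs was settled on after a first count.

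The paper states that all 24 intergenic test fragments had negligible enrichment with the H3 antibody, and here the median pan H3 NLR was below 0 in 14 of them. None of the alternatives set before the data were examined closed this difference, with 14 by means, 13 by the share of probes below 0 and 13 on an array centred on its median. The paper states no threshold for negligible enrichment.

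The paper's share of HFRs unenriched in all 3 arrays is over 66%, among its own 93 HFRs, and here it was 47.3% among the 110 called, which is within 1.5 times of it but with an interval of 38.2% to 56.5%. HFRs called with at least 4 low probes of 5 gave 73.7%, and those called with sliding groups 41.8%. By a mean NLR below 0, and by probes below the array median, the share was 56.4% (47.0% to 65.3%). Among the 70 HFRs of Table 1 that could be placed it was 55.7% (44.1% to 66.8%).

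The paper describes the part of HoxB between Hoxb13 and Hoxb9 as lacking HFRs, while 5 were called here, and its Table 1 also names HFRs in this interval.

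The paper describes the 6 genic control fragments as highly enriched for H3. The median pan H3 NLR was above 0 in 4 of the 6, and it was -0.54 in D1.

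The paper describes the HFRs of HoxB as lacking the GAGA motif. Table S2 lists no motif in HoxB, while a plain search for GAGAG, a looser criterion, matched 11 of the 16 HFRs called there. The median in random placements was 15, but these were not matched for GC content and could span gaps without probes.

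The paper's legend contrasts HoxB and HoxD, rich in H3K27me3, with HoxA and HoxC, which show some H3K4me3. The H3K27me3 contrast was 0.49 in the stated direction, and the H3K4me3 contrast of HoxA and HoxC over HoxB and HoxD was 0.02. The latter was larger in the stated direction minus pan H3 (0.15), without HFRs (0.13) and, in a setting added later, relative to probes of equal GC on the same chromosome (0.30), and it was -0.0021 by means. H3K4me3 exceeded H3K27me3 by a median of 0.35 in HoxA and 0.32 in HoxC, against -0.08 in HoxB and -0.21 in HoxD.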

Other observations

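The tests of the GC content by the median of other probes, and the settings with a GC correction, were chosen after the values had been seen, as were the genes named from each list.

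Outside the Hox clusters the arrays cover promoters of myogenic and cell cycle genes. Pax7, a transcription factor of muscle stem cells, had a mean H3K27me3 NLR of 2.15 and H3K4me3 NLR of 2.23 around its TSS, and Myod1, a master regulator of myogenesis, had 1.48 and 1.82. Mef2c had -0.71 and -0.18, at a GC content of 38.3%. After GC correction the values were 0.76 and 0.44 at Pax7, 0.11 and 0.15 at Myod1, and 0.16 and 0.73 at Mef2c. Over the 8 measured of 13 myogenic genes the medians were 1.15 for H3K27me3 and 1.67 for H3K4me3. Of 8 quiescence genes 6 were measured, with medians of 1.45 and 2.04, and Cdkn1a, an inhibitor of the cell cycle, was the highest of them in both marks, with 2.11 and 2.58.

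Of 8 proliferation genes 5 were measured, with medians of 0.38 for H3K27me3 and 1.18 for H3K4me3, and H3K27me3 was 0.22 at Ccnb1 and 0.0014 at Pcna. Of 10 housekeeping genes 3 were measured, with medians of 0.84 and 2.17, among them Gapdh with an H3K4me3 NLR of 2.41. Of 12 developmental regulators 2 were measured, Gata4 and Nkx2-5, with medians of 1.39 and 1.96. Of 10 genes of other cell types 3 were measured, Cdx2, Pou5f1 and Sox2, with medians of 1.45 and 1.53. Fewer than 80% of the members were measured in each of these 6 lists, so a check of a property over a list, such as its GC content, is void, and the medians stand for the measured members only. After GC correction the medians of the 6 lists lay between -0.50 and 0.23 for H3K27me3 and between -0.21 and 0.45 for H3K4me3.

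The pan H3 NLR was lower inside HFRs than outside, and so was the GC content, and only 24.6% of the difference remained after GC correction, which is consistent with GC content as the source of most of it. The HFRs were selected on low pan H3 NLR, which alone leaves a negative remainder, so that of -0.17 is no evidence for a further source. Values drawn from other probes of equal GC gave 105% of the number of HFRs, but shuffled values gave 120%, so this test cannot decide. The shuffles also took in values from beyond the 10 kb flanks, where no HFRs were counted. Among probes outside the Hox regions, those without a ratio in a mark array had a lower GC-corrected pan H3 NLR than the others (difference -0.22). Such probes made up 9.27% of probes inside HFRs and 5.48% outside. These 2 shares were not matched for GC content. Over all tiled probes, 6.79% had no H3K4me3 ratio near 40% GC and 2.11% near 50%. A contribution of dim signal can therefore not be told apart from GC content, and most probes inside HFRs had both ratios. Low occupancy by histones stays open and was not tested.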
